# Gene expression profiling of canine osteosarcoma reveals genes associated with short and long survival times

**DOI:** 10.1186/1476-4598-8-72

**Published:** 2009-09-07

**Authors:** Gayathri T Selvarajah, Jolle Kirpensteijn, Monique E van Wolferen, Nagesha AS Rao, Hille Fieten, Jan A Mol

## Abstract

**Background:**

Gene expression profiling of spontaneous tumors in the dog offers a unique translational opportunity to identify prognostic biomarkers and signaling pathways that are common to both canine and human. Osteosarcoma (OS) accounts for approximately 80% of all malignant bone tumors in the dog. Canine OS are highly comparable with their human counterpart with respect to histology, high metastatic rate and poor long-term survival. This study investigates the prognostic gene profile among thirty-two primary canine OS using canine specific cDNA microarrays representing 20,313 genes to identify genes and cellular signaling pathways associated with survival. This, the first report of its kind in dogs with OS, also demonstrates the advantages of cross-species comparison with human OS.

**Results:**

The 32 tumors were classified into two prognostic groups based on survival time (ST). They were defined as short survivors (dogs with poor prognosis: surviving fewer than 6 months) and long survivors (dogs with better prognosis: surviving 6 months or longer). Fifty-one transcripts were found to be differentially expressed, with common upregulation of these genes in the short survivors. The overexpressed genes in short survivors are associated with possible roles in proliferation, drug resistance or metastasis. Several deregulated pathways identified in the present study, including Wnt signaling, Integrin signaling and Chemokine/cytokine signaling are comparable to the pathway analysis conducted on human OS gene profiles, emphasizing the value of the dog as an excellent model for humans.

**Conclusion:**

A molecular-based method for discrimination of outcome for short and long survivors is useful for future prognostic stratification at initial diagnosis, where genes and pathways associated with cell cycle/proliferation, drug resistance and metastasis could be potential targets for diagnosis and therapy. The similarities between human and canine OS makes the dog a suitable pre-clinical model for future 'novel' therapeutic approaches where the current research has provided new insights on prognostic genes, molecular pathways and mechanisms involved in OS pathogenesis and disease progression.

## Background

Naturally occurring cancer in the dog has been repeatedly emphasized as an excellent model for humans, because similarities in histology, tumor biology, disease progression and response to conventional therapies offer a unique translational opportunity in the broader prospect of cancer research. Since the release of the canine genome in 2005, dog spontaneous tumors have been in the spotlight for 'state-of-the-art' linkage to preclinical human cancer research, where strong similarities in cancer associated gene families were found when comparing the humans to dog [1]. Among the tumors of the dog, osteosarcoma (OS), an aggressive malignant bone tumor that occurs spontaneously, is one of the most outspoken and invaluable cancer for comparative oncology studies [2]. Commonly affected dog breeds include the large-to-giant breeds [3-6]. The median age of dogs affected with OS is around 7 to 10 years, with a subset of tumors arising in younger dogs (18-24 months). The appendicular skeleton is affected in 77% of the dogs, implying an association with rapid early bone growth [3,7] as well as with increased stress on weight bearing areas of the limb. Affected dogs often present with progressive lameness, hard bony swelling or even pathological fracture of the affected bone [8,9]. No strong sex predilection is noted, although males are overrepresented in most studies. Histologically, OS is a heterogeneous tumor that in addition to producing an osteoid matrix, can also present with a fibroblastic and cartilaginous matrix. OS is commonly subdivided into osteoblastic, fibroblastic, telangiectatic, chondroblastic and mixed forms classifications [10].

The prognosis of dogs with OS is unfortunately poor, mainly due to its fast spreading nature; by the time the tumor is found at the primary site, most have already metastasized [11], usually to the lungs, or less frequently in bone and other soft tissues [12]. The goal of therapy is to remove the primary tumor and detectable metastases as well as to initiate multimodal chemotherapy to eradicate micrometastases. The prognosis varies with the type of surgery and chemotherapy [13,14]. The prognosis for dogs without surgery and adjuvant chemotherapy is poor, with a median survival time of 1-3 months. With amputation alone, median survival time can vary from 1 to 6 months [12,15,16]. Some dogs develop metastases within 4 months regardless of the therapy modality, while others survive for longer periods of time [17]. One of the key factors contributing to intensified proliferative activity of the tumor in dogs leading to poor outcome is the deregulation of cellular signals, including growth factors and hormones [18,19]. This poor prognosis feature is comparable to human OS, where there is still ample room for new therapeutics development, primarily to eradicate micrometastases and improve survival.

Recent advances in human cancer management have focused on molecular targeted therapies where high throughput screening technologies have been incorporated to identify novel markers for cancer pathogenesis and specific characterizations of tumors. Over the last decade, gene expression profiling has been able to identify key genes and cellular signaling pathways involved in development and progression of human OS. Microarray technology, a robust method for analyzing global gene expression profiles has been incorporated in those studies. In line with this technology, human OS cell lines have been compared with normal human osteoblasts to provide insights into genes that are involved in OS tumorigenesis [20]. Aside from the conventional comparisons between tumor and normal tissues, other comparisons have been conducted in human OS, including the differential analysis of metastatic tumors compared with less aggressive tumor models [21], gene expression profiling that predicts response to chemotherapy [22] and molecular classification of chemotherapy resistant pediatric OS [23]. The use of these genetic markers for diagnosis and/or prognosis in canine OS is not completely understood and to date no such prognostic global gene profiling have been carried out for the dog.

Thus, for comparative pathobiology and new drug discovery arenas, it would be useful to stratify dogs at diagnosis into 'poor' and 'good' outcome groups based on tumor gene expression profiles. To address this issue, a canine-specific cDNA microarray representing 20,313 genes was used to differentiate the gene expression profile of tumors from dogs that survived less than 6 months from the profiles of those that survived longer. The survival-associated genes and cellular signaling pathways based on global gene expression profiles of thirty-two primary canine OS are identified. Molecular profiling of canine OS with known survival times will help define tumor biology pertaining to prognosis and facilitate future targeted therapies.

## Results

### Retrospective clinical - histological data analysis

The 32 dogs in this study varied in clinicopathological parameters (Table 1). The present experimental design hereby defines dogs with poor prognosis (short survivors, SS) as those surviving less than 6 months and favorable prognosis (long survivors, LS) as those dogs with survival of 6 months or longer. The overall survival times (ST) of these dogs were between 6 and 1752 days with a median value of 204 days. Dogs with poor prognosis (SS) had a ST of 6-169 days (<6 months); while the better prognosis group (LS) had a ST of 239-1752 days (>6 months). Beside the distinction in survival time between these two groups, the SS group also exhibited a significantly shorter disease free interval in a Kaplan-Meier survival analysis (Figure 1). Fisher's exact test revealed no significant differences in discrete data distribution between the 2 groups of survival with respect to sex, neuter status, histological grade and postoperative chemotherapy, the exception being metastatic disease status (P < 0.018). This is because metastatic disease was seen in all dogs in the short survivor's group while 6 dogs from the long survivors' group did not develop metastasis before death (died due to other causes); this was censored for subsequent analyses (Table 2). Tumors were located mostly at appendicular sites, but other locations such as mandible, rib, scapula, metatarsus and extraskeletal were also present. Further potential confounders identified through a univariable Cox regression analysis of the whole population (n = 32) included histological grade, postoperative chemotherapy, alkaline phosphatase (ALP) measurement at diagnosis, sex, age and neuter status (Additional file 1). Alkaline phosphatase (ALP) level and age at presentation were found to have P values of less than 0.15 and were then further subjected to multivariate analysis. Elevation of serum ALP is a known negative prognosticator in dogs with OS and this is apparently also true here, multivariate analysis using the ALP data available for the dogs in this study (n = 23) showed this confounder to be significantly associated with survival (HR = 1.005; CI: 1.000-1.009 with corresponding P value of 0.035).

**Table 1:** Summary of clinical and histology data from 32 dogs used in this study

**SURVIVAL GROUP**	**ARRAY**	**SURVIVAL TIME (days)**	**AGE** **(Year, Month)**	**SEX**	**BREED**	**TUMOR LOCATION**	**HISTOLOGY SUBTYPE**	**HISTOLOGY GRADE**	**POST OPERATIVE CHEMOTHERAPY**
SHORT	1	36	9,2	F	Boxer	Rib	OB/CB/FB	highly malignant	No
SHORT	2	79	8,8	M	Vizsla	distal radius	OB	highly malignant	Yes
SHORT	3	13	2,6	F	Labrador retriever	proximal humerus	OB	highly malignant	No
SHORT	4	169	4,8	M	Great Dane	distal radius	OB/FB	highly malignant	Yes
SHORT	5	121	7,9	M	Rottweiler	proximal humerus	OB/CB/FB	medium malignant	Yes
SHORT	6	66	9,8	M	Dobermann	ulna	OB/TL	medium malignant	No
SHORT	7	119	7,1	F	Rottweiler	distal femur	OB	highly malignant	Yes
SHORT	8	66	11,6	F	Belgian Shepherd (tervuren)	proximal humerus	OB	highly malignant	Yes
SHORT	9	77	7,0	M	Great Dane	distal tibia	OB/FB	highly malignant	Yes
SHORT	10	164	6,7	M	Dobermann	distal tibia	CB	highly malignant	No
SHORT	11	140	7,4	M	Rottweiler	distal radius & ulna	OB/FB	highly malignant	No
SHORT	12	61	5,8	F	Great Dane	distal femur	OB	medium malignant	Yes
SHORT	13	50	11,9	M	Belgian Shepherd (tervuren)	distal tibia & fibula	OB	highly malignant	No
SHORT	14	47	6,8	F	Rhodesian ridgeback	distal femur	OB/FB	highly malignant	Yes
SHORT	15	65	6,2	M	Great Dane	proximal humerus	OB/CB	highly malignant	Yes
SHORT	16	6	6,1	F	Rottweiler	mandible	OB/FB	highly malignant	No
LONG	17	352	9,8	M	Dobermann	proximal tibia	OB/FB	medium malignant	Yes
LONG	18	274	8,8	M	cross	ulna	OB/FB/TL	medium malignant	No
LONG	19	1752	3,8	M	Stabyhoun	extraskeletal	OB/FB	highly malignant	Yes
LONG	20	307	4,3	M	Great Dane	distal radius	CB	medium malignant	Yes
LONG	21	1619	3,7	F	Siberian husky	mandible	OB/TL	highly malignant	No
LONG	22	1185	2,3	F	Flatcoat retriever	rib	OB/TL	highly malignant	No
LONG	23	1289	5,0	F	Rottweiler	distal radius	OB/FB	highly malignant	Yes
LONG	24	257	8,4	F	Bouvier	distal radius	OB/FB	highly malignant	Yes
LONG	25	445	10,4	M	Scottish collie	distal radius	OB	highly malignant	Yes
LONG	26	284	7,0	F	cross	distal radius	OB/CB	highly malignant	Yes
LONG	27	239	8,4	M	Rottweiler	scapula	OB/FB	highly malignant	Yes
LONG	28	705	8,3	F	cross	metatarsus	FB	low malignant	Yes
LONG	29	348	9,0	F	Mastiff	distal radius	OB	highly malignant	Yes
LONG	30	312	5,8	M	Mastiff	scapula	OB/FB	highly malignant	Yes
LONG	31	920	7,3	M	Belgian Shepherd (malinois)	mandible	OB/FB/CB	highly malignant	No
LONG	32	312	10,2	M	Rottweiler	distal femur	OB/CB	highly malignant	Yes

*Abbreviations*: M, male; F, female; OB, osteoblastic; CB, chondroblastic; FB, fibroblastic; TL, telangiectic; highly malignant, Grade 3; medium malignant, Grade 2; low malignant, Grade 1.

**Table 2:** Distribution of variables between the SS and LS groups by Fisher's exact test

**Parameter**	**Short survivors**	**Long survivors**	**(Fisher's exact test)** **P value**
		
	**n**	**n**	
**Gender**			> 0.999
Male	9	9	
Female	7	7	
**Neuter status**			> 0.999
Neutered	5	6	
Intact	11	10	
**Metastasis present at time of death**			0.018**
Yes	16	10	
No	0	6	
**Postoperative chemotherapy**			0.458
No	7	4	
Yes	9	12	
**Histological grade**			> 0.999
Low and medium	3	4	
High	13	12	

Analysis on discrete variables comparing the short and long survivors revealed no significant differences in the distribution of variables assessed except for metastatic disease status. **Significance defined as P < 0.05.

**Figure 1:**
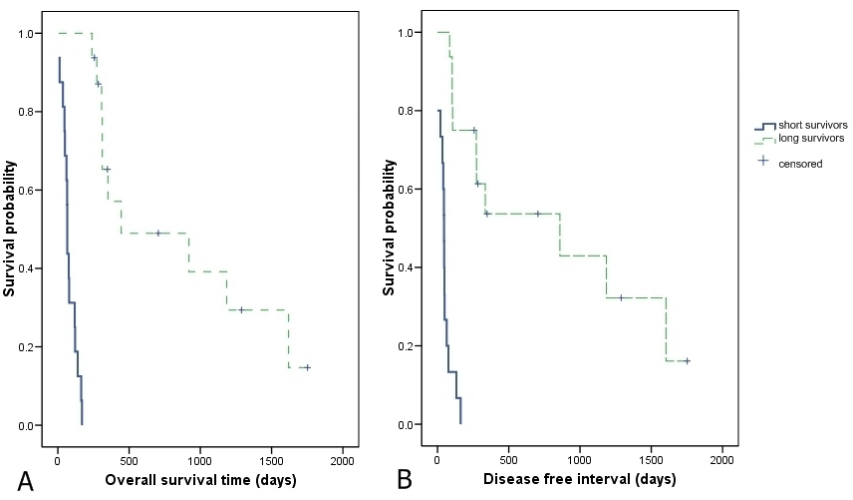
**Kaplan-Meier survival analysis comparing long survivors (LS) and short survivors (SS) of dogs with OS**. (A) Survival time (ST) and (B) disease free interval (DFI) Kaplan-Meier product limit estimate revealed differences in ST with significance of P < 0.0001 (log rank test of 36.58) and DFI with P < 0.0001 (log rank test of 28.35).

Although the small population size in the present study is unlikely to show significant differences, it is important to identify any possible confounding factors that may influence survival/prognosis and should be considered when interpreting the expression data at biological levels. In both survival groups, dogs were subjected to a variety of single agent therapies, including lobaplatin, doxorubicin or carboplatin; or a combination of carboplatin and doxorubicin. Some were treated with postoperative chemotherapy and some not, and Kaplan-Meier analysis showed that chemotherapy did not significantly prolong survival in the overall population (log rank score 1.353, P value 0.245), neither among short survivors (log rank score 0.460, P value of 0.498) nor among long survivors (log rank score 0.033, P value 0.857) separately (Figure 2). Although these survival curves only represent bivariable analyses (treated vs. not treated) that do not include all confounding variables, a separate univariable and subsequent multivariable statistical model with inclusion of variables such as histological grade, alkaline phosphatase, neuter status, gender and age upon chemotherapy stratification revealed that none of the variables appeared to have influenced survival significantly (Additional file 2). An additional important insight from the long survival group is that all 4 dogs that were censored from the study (death due to other causes and no apparent metastatic disease until death) received postoperative chemotherapy, which suggests possibilities that these dogs had responded reasonably well to the chemotherapeutic regime. Finally, since both survival groups consist of comparable heterogeneous populations of dogs and poor survivors tend to have higher ALP measurements, the arbitrary but defendable approach to a binary distinction of 'good' and 'poor' outcome based on 6 month survival time is supported for further gene expression profiling.

**Figure 2:**
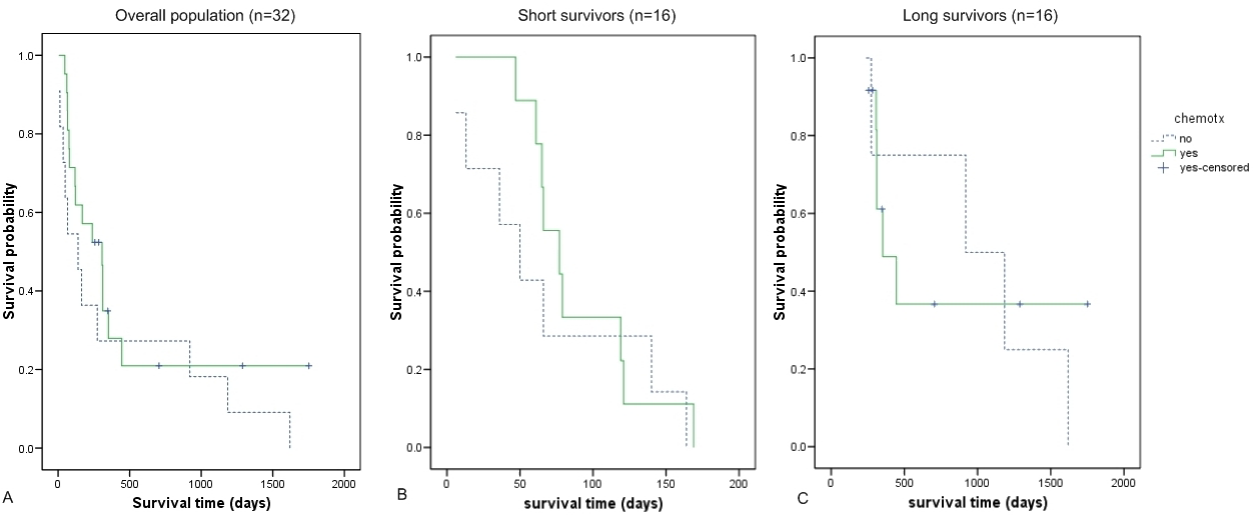
**Kaplan-Meier survival curves of dogs treated with and without postoperative chemotherapy**. (A) Overall population (n = 32 dogs); (B) Among short survivors group (n = 16 dogs) and (C) long survivors (n = 16 dogs). Chemotherapy did not significantly prolong life in the overall population or the subpopulations.

### Microarray data analysis

Comparison of short and long survivors using two-class unpaired *Significance Analysis of Microarrays *(SAM) revealed fifty-one genes that were differentially regulated at a false discovery rate (FDR) of 10%. 

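Gene expression was measured on 2-color cDNA arrays, on which tumor RNA and reference RNA carry different dyes and are hybridized together. Each of 32 primary osteosarcomas, 16 from short survivors (SS) and 16 from long survivors (LS), was hybridized on 1 array against a reference pool made from all 32 tumors, so that a log2 ratio of 0 is the level of the pool. SS dogs lived 6 to 169 days (median 66) and LS dogs 239 to 1752 days (median 350), and each group held 7 females. The tumor was labeled with Cy5 on 16 arrays and with Cy3 on the other 16, with 8 arrays of each orientation in each survival group. The authors flagged defective spots, normalized each array by print-tip Lowess, log transformed the ratios and switched the data of the dye-swapped arrays. The values used here are these normalized log2 ratios of 22176 probes, of which 7694 carry 1 gene symbol (5246 genes) and 14482 carry none. Only 5 single values were missing. Median ratios of the arrays lay between -0.03 and 0.02, and the SD across the probes of an array between 0.474 and 0.762. The ratio was read as tumor over pool on every array, from the switching stated in the methods and from the values, whose base fits log2 and whose per-probe means over the Cy5 and the Cy3 arrays correlated at -0.658 across probes, which are not independent replicates. Such a correlation is what a dye effect gives when the swapped arrays have been switched. A check by sex did not decide the direction: female minus male differences in the 2 orientations correlated at only 0.0669 across probes. The dye effect was large, with 14271 probes different between the orientations at a limma adjusted p under 0.10. It cancels in the difference between SS and LS, which hold both orientations equally, only as far as its strength is equal on both orientations of a group. On the Cy5 and the Cy3 arrays the mean strength was 0.677 and 0.832 in SS and 1.106 and 1.133 in LS. A part may thus remain in the difference, with or without the orientation as a block. The dye effect also widens the spread within each group, so values with the orientation as a block and within each orientation are given beside the pooled ones. SS and LS were compared per probe with limma's moderated linear model, two-sided, with Benjamini-Hochberg adjustment over all probes at 0.10, the false discovery rate the authors used. The number of arrays limits the precision. In simulated data with 16 arrays per group, 55 of 100 probes changed by 0.5 on the log2 scale and 86 of 100 changed by 1.0 were recovered.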

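PARP4, a mono-ADP-ribosyltransferase, TMEM30A, a subunit of lipid flippases, BOD1L1, which protects stalled replication forks, and HPF1, a cofactor of PARP enzymes, were among 20 probes higher in SS by Significance Analysis of Microarrays (SAM) with 100 permutations at a false discovery rate of 10%. Their log2 differences, SS minus LS, were 0.36, 0.42, 0.64 and 0.46. None was matched to Table 3, but of the clones listed there without a symbol only FRA10AC1, named in its description, was matched to probes, and these genes could be among the others. Other probes of PARP4 (-0.42), BOD1L1 (0.16, 0.26 and -0.01) and HPF1 (0.15) did not pass. Like the genes named for the blocked model, they were chosen after their values were seen. 14 of the 20 probes were of genes matched to Table 3 and 2 had no gene symbol (log2 differences 0.47 and 0.56). No probe was lower by SAM in this run. 16 of the 20 had a fold change of 1.4 or more. With 10 random seeds, a repeat added after seeing the data, SAM returned 20 to 39 probes (median 20), of which up to 2 were lower. By limma 0 probes passed (smallest adjusted p = 0.237), against 1581 at an unadjusted p under 0.05. The rank-sum test called 7 higher and 3 lower probes, and a two-sample test with adjustment called 0 (1639 unadjusted). When the dye orientation was a block, limma called 46 probes higher and 48 lower in SS. The higher ones included PARP4 (adjusted p = 0.0131), ACYP1, an acylphosphatase (0.34), and ABCC5, an efflux transporter (0.24). The lower ones included AFG3L2, a protease of the mitochondrial inner membrane (-0.39, adjusted p = 0.020), GC, the vitamin D binding protein (-0.55, adjusted p = 0.0356), ARIH2, a ubiquitin ligase (-0.30), and GALNT11, which starts O-glycosylation (-0.37). The other probes of ABCC5 (-0.29 and -0.05) and AFG3L2 (0.03 and 0.10) ran the other way. Among the Cy5-labeled tumors alone limma called 1160 probes higher and 151 lower, and among the Cy3-labeled tumors 666 higher and 1463 lower. The calls of the orientations shared 45 probes, 15 of them with the same direction, where independent lists of these sizes would share 126, and across probes, which are not independent, the differences in Cy5 and in Cy3 correlated at -0.0989. Leaving out tumor 1 raised the unblocked limma count from 0 to 2.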

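WSB2, an adaptor of a ubiquitin ligase, CFL2, a cofilin that severs actin filaments, ANKRD17, an ankyrin repeat protein, and CCAR1, a regulator of cell division and apoptosis, had higher levels in most SS tumors than the LS mean. The 24 genes of Table 3 matched to the array annotation, FRA10AC1 (log2 difference 0.48) by its description, had 47 probes, while PGCP of that table has no probe under its symbol. Of the 47, 45 were higher and 2 lower in SS. Taking for each gene the probe with the smallest p, the fold change ran from 1.35 for SCAF11, a splicing factor, to 4.38 for WSB2, and 19 of 24 genes had a fold change of 1.4 or more. WSB2 was 1.09 ± 1.63 in SS and -1.05 ± 1.69 in LS (log2 ratio, SD, n = 16 each), a log2 difference of 2.13 (SE 0.57, limma adjusted p = 0.368), and 15 of 16 SS tumors lay above the LS mean. The other probes of WSB2 differed by only 0.14 and -0.07. CFL2 differed by 1.44 (SE 0.42, adjusted p = 0.436 from limma), with 14 of 16 SS tumors above the LS mean. ANKRD17 was 0.28 ± 0.97 in SS and -0.97 ± 0.55 in LS, a difference of 1.24 (SE 0.27, limma adjusted p = 0.238; 15 of 16), and CCAR1 differed by 0.65 (SE 0.14, limma adjusted p = 0.237; 15 of 16). Tumor 1 (SS) lay apart for ANKRD17, at -1.86, and LS tumor 23 stood at -2.75. The ANKRD17 difference was 1.386 without tumor 1 and 1.125 without tumor 23. KIF5B, the heavy chain of a microtubule motor, differed by 0.91 (SE 0.23), WNK1, a kinase that regulates ion transport, by 0.84 (SE 0.21), and PON1, an esterase of serum, by 1.01 (SE 0.28). PON1 reached 1.44 in tumor 13, far above the other tumors of its subgroup. Further probes of WNK1 (-0.04), SRRM1 (0.04), SEC63 (0.14) and PON1 (4 probes, 0.04 to 0.31) differed less. At the PON1 probe with 0.31, LS tumor 18 stood at -4.02, and the smallest difference with 1 tumor left out was 0.06. Over all probes, limma passed 0 of the 47, of which 34 had an unadjusted p under 0.05. Adjusted over the list alone 36 passed, covering all 24 genes, which is not independent evidence because the study chose the list on these arrays. Leaving out tumor 1 gave 2 passing probes. In limma with the orientation as a block 11 probes of 10 genes passed, among them CCAR1 (adjusted p = 0.0368), WSB2 (0.0502), ANKRD17 (0.0517) and KIF5B (0.0680). The chosen probes of all 24 genes were higher in SS within each orientation, for example WSB2 by 1.66 among the Cy5-labeled and 2.61 among the Cy3-labeled tumors, as were 39 of the 47 probes.

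**Figure D1:**
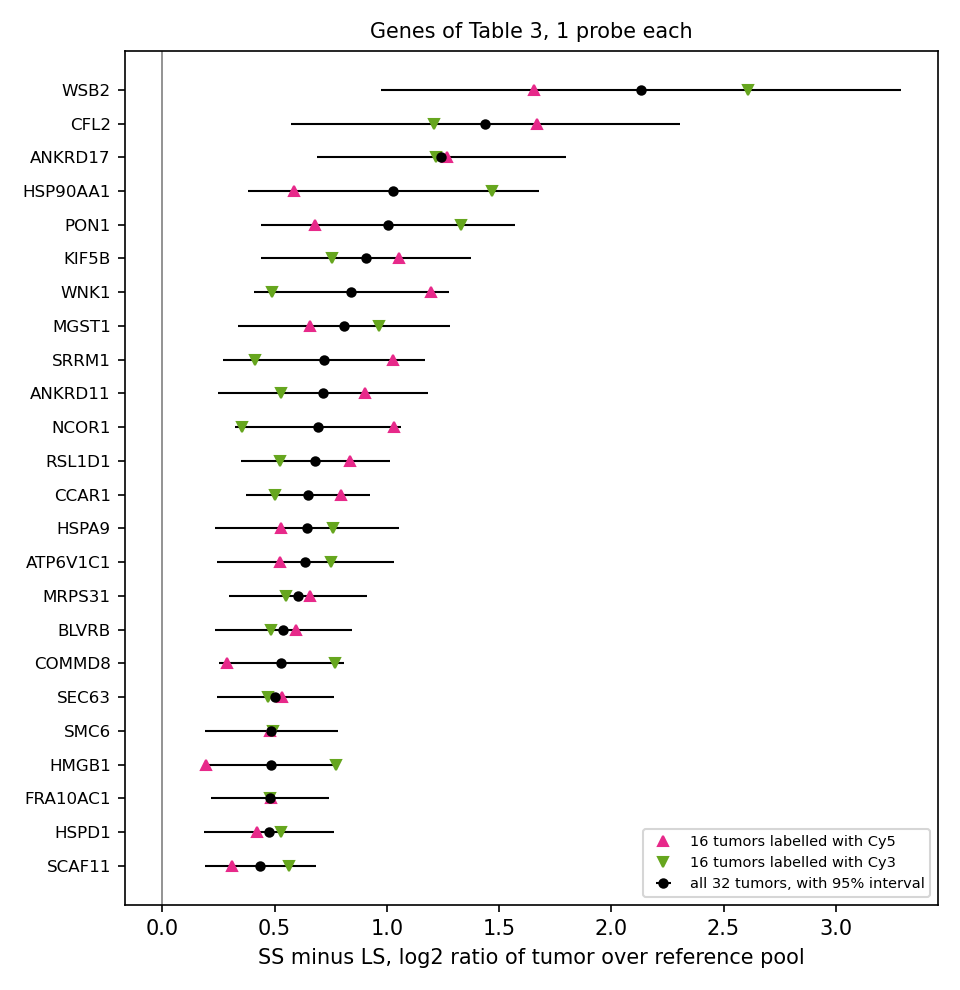
Differences in log2 ratio, SS minus LS, of 24 genes of Table 3 (horizontal axis), 1 gene per line. Dots with bars are the difference over all 32 tumors with its confidence interval, upward triangles the 16 Cy5-labeled tumors and downward triangles the 16 Cy3-labeled tumors, and all lie to the right of 0.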

All these genes were found to be upregulated in the SS group where 37 of them were upregulated with a fold change of more than 1.4 (Table 3). Of the 37 genes, 8 were not functionally annotated for the dog and 5 others were unknown Expressed Sequence Tags (ESTs). 

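Clustering of the 32 arrays on the probes of ANKRD17, CCAR1, KIF5B, WNK1, WSB2 and the other annotated genes of the list (average linkage on 1 minus Pearson's correlation) parted them into clusters of 19 and 13 arrays. The first cluster held 12 SS and 7 LS tumors and the second 4 SS and 9 LS tumors, so that 21 of 32 tumors lay in the cluster of their survival group. The clusters also followed the dye: 14 of the 19 arrays carried the tumor in Cy5 and 11 of the 13 carried it in Cy3, and 25 of 32 arrays matched their orientation. With complete linkage 23 arrays matched the survival group and 23 the dye orientation, and on the 51 probes with the smallest p between SS and LS 28 matched the survival group and 20 the orientation. After each probe was centered within its dye orientation, a step added after seeing the data, 30 tumors matched their survival group and 18 their orientation. On the 500 most variable probes, 17 matched the survival group and 31 the orientation. The genes were chosen for their difference between SS and LS, so no test of the separation was made. All 47 probes of the 24 matched genes were used, 34 of them at an unadjusted p under 0.05 in limma. The others included flat probes of NCOR1 (0.01), WNK1 (-0.04) and WSB2 (-0.07, log2 difference, SS minus LS). PGCP and the clones of Table 3 without a symbol, except FRA10AC1, were left out. The clustering is therefore not a repeat of the paper's, which used its called clones.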

To further visualize the gene expression data, hierarchical clustering was performed on all 32 arrays based on the differentially expressed genes (Figure 3). A gene tree dendrogram revealed two distinct clusters, where Cluster 2 appears to distinguish long from short survivors or, in other words, this signature defines prognosis based on the 6 month survival binary outcome. 

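CFL2, WSB2, BLVRB, which reduces biliverdin, MGST1, a glutathione transferase of the endoplasmic reticulum, and PON1 made up the smaller of 2 clusters of probes, with 9 probes of 5 genes. Its mean log2 ratio was 0.331 ± 0.365 in subgroup A and 0.170 ± 0.386 in subgroup B (SD, n = 8 SS tumors each), and -0.393 ± 0.347 in LS (SD, n = 16). It was above 0 in 6 of 8 tumors of each SS subgroup and in 3 of 16 LS tumors. The mean followed the dye: among Cy5- and Cy3-labeled tumors it was 0.729 (n = 3) and 0.0925 (n = 5) in A, 0.365 (n = 5) and -0.156 (n = 3) in B, and -0.110 and -0.676 in LS (n = 8 each), and all 3 LS tumors above 0 were Cy5-labeled. The larger cluster held 38 probes of 20 genes, among them ANKRD17, ANKRD11, NCOR1, a nuclear receptor corepressor, and SRRM1, a splicing coactivator. The mean of this cluster was -0.017 ± 0.212 in subgroup A, 0.341 ± 0.253 in subgroup B and -0.342 ± 0.174 in LS, above 0 in 5 of 8, 7 of 8 and 1 of 16 tumors, and among Cy5- and Cy3-labeled tumors -0.240 and 0.117 in A, 0.214 and 0.551 in B and -0.430 and -0.254 in LS. PON1 had 2 of its 5 probes in the smaller cluster and 3 in the larger. The genes were picked for their difference between SS and LS on these arrays, so the group means carry no test here. From the heat map of Fig. 3, the paper proposes that its Cluster 2 separates long from short survivors, and divides its Cluster 1 by the SS subgroups. Reading the smaller cluster here as its Cluster 2 and the larger as its Cluster 1 is an inference. The paper's text gives no cluster sizes, and the probes here were matched by gene, not by clone.

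**Figure D2:**
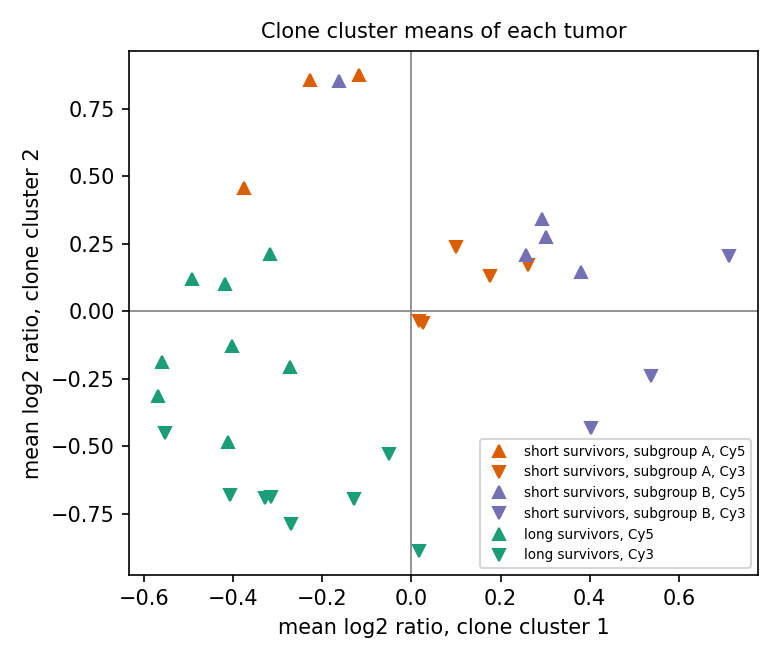
Mean log2 ratio of the larger probe cluster (horizontal axis) against that of the smaller probe cluster (vertical axis), 1 point per tumor, colored by SS subgroup A, SS subgroup B or LS. Upward triangles are Cy5-labeled and downward triangles Cy3-labeled tumors, and LS tumors lie mostly at the lower left.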

Within Cluster 1, particular attention should also be given to a further separation into 2 different subgroups (A and B). Although Fisher's exact test revealed no significant differences among the variables assessed with respect to histological grade, sex, neuter status and postoperative chemotherapy (Additional file 3), this could primarily be due to the low number of subjects within each subgroup (n = 8) which most likely will not allow statistical significance. 

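Subgroup A and subgroup B each held 8 dogs of the SS group. The dogs of subgroup A lived 53.3 ± 24.2 days (SD, n = 8), with a median of 57.5 and a range of 6 to 79 days. The dogs of subgroup B lived 107 ± 55.0 days (SD, n = 8), with a median of 120.0 and a range of 13 to 169 days, and 5 of them outlived every dog of subgroup A. The log rank statistic was 5.82 (chi-square p = 0.0158; exact permutation test over 12870 splits, two-sided, p = 0.0242). The Gehan-Breslow statistic, which weights early deaths more, was 3.97 (exact permutation p = 0.0485). Membership of the subgroups was read from the steps of the survival curves in Fig. 4A set against the survival times in Table 1, so the log rank value does not check that membership independently. The subgroups themselves came from clustering on genes chosen between SS and LS on the same arrays.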

We did find a significant difference in terms of overall survival time between the two subgroups, with subgroup A: having a shorter survival time than subgroup B. The log rank score was 5.82, with a corresponding P value of 0.0158 (Figure 4).

**Table 3:** Thirty-seven differentially expressed genes between (SS) and (LS) of canine OS based on SAM analysis

**Gene Clone ID**	**Q-value (%)**	**Fold change**	**Gene description**	**Gene symbol**
DG2-21g13	0.00	4.1	WD repeat and SOCS box containing protein 2	WSB2
DG2-23c15	0.00	3.3	cofilin 2	CFL2
DG2-72g4	0.00	2.7	ankyrin repeat domain protein 17 isoform a	ANKRD17
DG42-128j23	0.00	2.1	paraoxonase 1	PON1
DG2-112n11	0.00	2.1	Kinesin heavy chain (Ubiquitous kinesin heavy chain)	UKHC
DG32-161c11	0.00	2.0	WNK lysine deficient protein kinase 1	WNK1
DG2-63l7	0.00	1.7	nuclear receptor co-repressor 1	NCOR1
DG32-237k11	0.00	1.6	Ribosomal L1 domain containing protein 1(PBK1)	RSL1D1
DG11-239n21	0.00	1.6	cell-cycle and apoptosis regulatory protein 1	CCAR1
DG2-28n13	0.00	1.5	28S ribosomal protein S31, mitochondrial precursor	MRPS31
DG2-59p21	0.00	1.4	#NA	
DG2-90b10	4.61	2.2	Heat shock protein HSP 90-alpha	HSP90
DG2-123a3	4.61	2.0	Microsomal glutathione S-transferase 1	MGST1
DG2-86b3	4.61	1.6	Canis familiaris similar to T06D8.1a	
DG8-102i3	4.61	1.5	#NA	
DG2-100e22	4.61	1.5	COMM domain containing protein 8	COMMD8
DG2-106f2	4.61	1.4	Translocation protein SEC63 homolog	SEC63
DG2-130m14	4.61	1.4	Canis familiaris similar to CG1218-PA	
DG2-90c16	6.15	2.6	#NA	
DG43-1a15	6.15	2.4	#NA	
DG14-71c7	6.15	1.8	serine/arginine repetitive matrix 1	SRRM1
DG2-72p3	6.15	1.6	Vacuolar ATP synthase subunit C	V-ATPase C
DG32-216j13	6.15	1.6	Flavin reductase (NADPH-dependent diaphorase) (FLR)	BVRB
DG2-94j4	6.15	1.5	Canis lupus familiaris high-mobility group box 1	HMGB1
DG2-42j4	6.15	1.4	FRA10AC1 protein isoform FRA10AC1-1)	
DG42-89n19	6.15	1.4	#NA	
DG2-19i16	9.70	7.2	#NA	
DG2-18m22	9.70	4.6	plasma glutamate carboxypeptidase	PGCP
DG9-134g22	9.70	1.9	ankyrin repeat domain 11	ANKRD11
DG2-123m9	9.70	1.9	CG12795-PA	
DG14-14i19	9.70	1.7	Stress-70 protein, mitochondrial precursor (HSAP9) (Mortalin)	MOT
DG9-212f9	9.70	1.5	CG12795-PA	
DG2-60f11	9.70	1.5	#NA	
DG2-25k5	9.70	1.4	SMC6 protein	SMC6
DG14-86l17	9.70	1.4	#NA	
DG2-24i24	9.70	1.4	60 kDa heat shock protein, mitochondrial precursor	HSP60
DG11-243e16	9.70	1.4	splicing factor, arginine/serine-rich 2, interacting protein	SFRS2IP

All these genes were upregulated in short survivors. Genes were selected at a FDR <10% and of fold change of ≥1.4. (*#NA: non-annotated for *Canis familiaris*)

**Figure 3:**
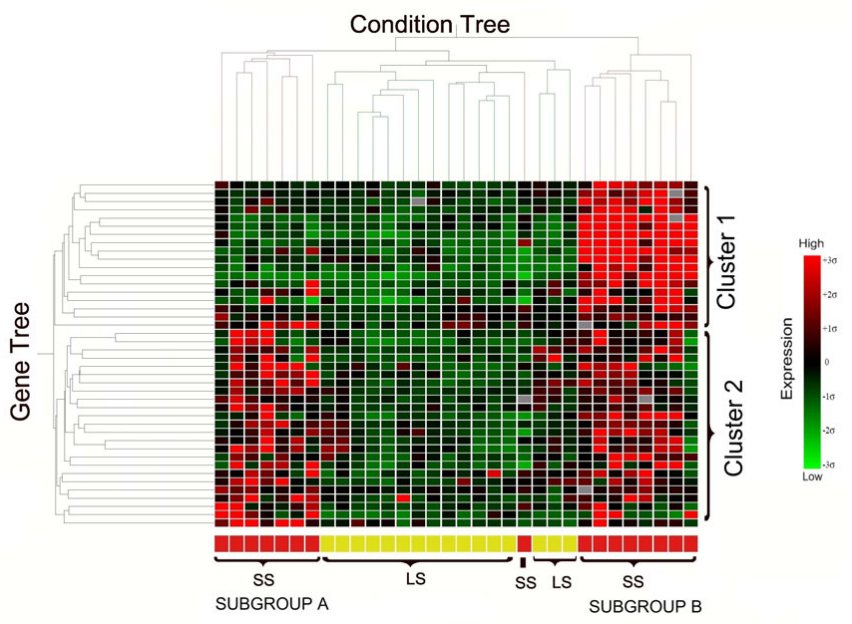
**Dendrogram and heat map generated by hierarchical clustering of differentially expressed genes between SS and LS**. Differentially expressed genes were selected at false discovery rate of 10% between short survivors (SS) and long survivors (LS) of canine OS. Genes found upregulated are shown in red and downregulated genes are represented in green.

**Figure 4:**
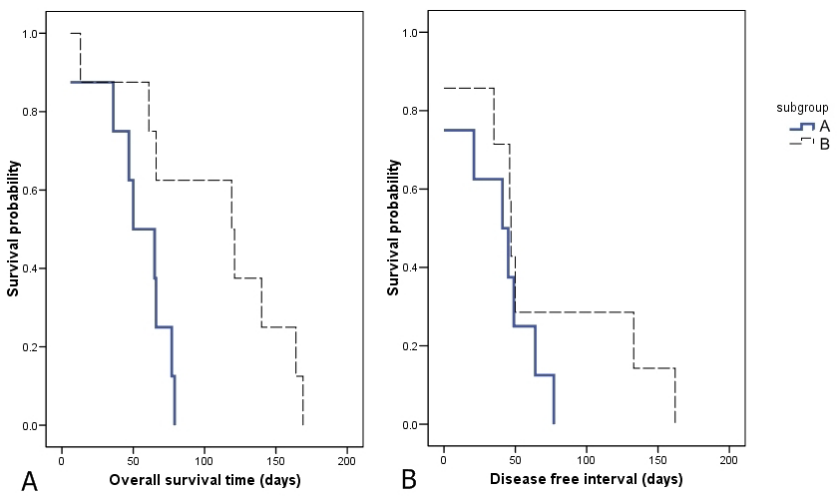
**Kaplan-Meier curves of overall survival and disease free interval comparing subgroup A with subgroup B**. All dogs that lived less than 6 months are characterized as poor survivors but among these dogs there were differences in gene expression which divides them into 2 different subgroups where they were subsequently found to significantly differ in survival time and not disease free interval.

### Quantitative real-time PCR analysis

To verify the microarray analysis, QPCR was performed on four candidate genes and two reference genes, HPRT and RPS19 that were used to normalize the expression data. 

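ANKRD17, MGST1, which conjugates glutathione, MRPS31, a protein of the mitochondrial ribosome, and NCOR1, a corepressor of nuclear receptors, were the genes taken for quantitative PCR, and on the arrays each had at least 1 probe with a higher mean in SS than in LS. ANKRD17 had 3 probes with fold changes of 2.37, 1.40 and 1.15 (n = 16 per group; two-sided permutation p = 1.0e-04, 0.00976 and 0.0773), and 15, 11 and 13 of 16 SS tumors above the LS mean. MRPS31 had fold changes of 1.52 and 1.32 at its 2 probes (permutation p = 6.1e-04 and 0.00277), with 15 and 13 of 16 SS tumors above the LS mean. The MGST1 probe had a fold change of 1.75 (permutation p = 0.00177; 13 of 16). NCOR1 had fold changes of 1.62, 1.05 and 1.01 at its 3 probes (permutation p = 8.0e-04, 0.402 and 0.935), with 12, 9 and 7 of 16 SS tumors above the LS mean. After adjustment over these 9 probes, 7 had an adjusted p under 0.10, from 9.0e-04 for the first ANKRD17 probe to 0.0994 for its last, which is not independent evidence because the study chose the genes on these arrays. By limma over all probes none of the 9 passed, and 6 had an unadjusted p under 0.05. With the dye orientation as a block 3 passed. RPS19, a ribosomal protein used as reference gene, was -0.13 ± 0.37 in SS and -0.01 ± 0.14 in LS at its first probe (permutation p = 0.253) and differed by -0.02 at its second (p = 0.895, permutation test). The MRPS31 level of tumor 11, 0.891, lay far above the other tumors of its subgroup.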

The overall expression patterns of the candidate genes were comparable to the microarray analysis. Quantitative real-time PCR revealed common overexpression of ANKRD17, MGST1, MRPS31 and NCOR1 in short survivors compared to long survivors by 1.35, 1.46, 1.53 and 1.1 fold respectively.

### Molecular functions and biological process analyses

Various molecular functions of the genes differentially expressed by short and long survivors of canine OS were defined into categories according to the Gene Ontology database, including: DNA repair and integrity, cell cycle/proliferation, stress response, apoptosis regulation, protein modification and metabolism, and mRNA transcription regulation (Additional file 4). Several of these genes have been implicated in tumorigenesis and cancer biology for both humans and dogs. HSP70/MOT, HSP60 and NCOR1 have been implicated in human OS, while HMGB1, HSP90 and MGST1 have been associated with both human and canine OS. Generally, the overexpressed genes were linked to 3 main biological processes known in advanced cancer: mainly cell cycle and proliferation, followed by drug resistance and/or metastasis (Table 4).

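All 3 gene groups of Table 4 had higher means in SS: each of the 3 genes of metastasis, the 4 of drug resistance and the 8 of cell cycle and proliferation was above LS. RSL1D1, a nucleolar protein of the cell cycle list, differed by 0.68 (log2, SE 0.16, limma adjusted p = 0.339). SMC6, part of a DNA repair complex, differed by 0.49 (SE 0.14) and SRRM1 by 0.72 (SE 0.22). For each, 14 of 16 SS tumors lay above the LS mean at the probe with the smallest p, which is given here. Limma with the dye orientation as a block passed RSL1D1 (adjusted p = 0.0680) and SMC6 (0.0814), but not SRRM1 (0.129). In the camera test on 1 mean per gene, with limma, the adjusted p was 8.87e-05 for metastasis, 4.43e-06 for drug resistance and 2.14e-10 for cell cycle (adjusted p = 0.00160, 9.76e-04 and 0.00160 with an estimated correlation). The median log2 differences were 0.64, 0.72 and 0.51. With the dye orientation as a block the adjusted p values were 3.33e-04, 3.7e-05 and 3.83e-09, and within the Cy5 and the Cy3 orientation 0.0973 and 0.00292, 0.0456 and 0.00135, and 2.59e-06 and 0.00251. These 3 lists hold genes the study chose on these arrays as higher in SS, so that their rise was fixed by the choice. Neither these p values nor their counts are independent evidence. Without the block, over all genes none of their members passed in limma, and adjusted over the list alone all 3, all 4 and all 8 did. A list of genes of mitosis and DNA replication was fixed before the data were examined, with the paper's tables already seen. Of its 11 genes 11 were above LS, for example NCAPD2, a condensin subunit (0.71), and KIF23, a kinesin of cytokinesis (0.37). None passed over all genes and 1 passed adjusted over the list alone, while the list as a whole rose in camera (adjusted p = 1.33e-04; adjusted p = 0.328 with an estimated correlation; 5.49e-04 with the block; 0.169 and 0.00292 within Cy5 and Cy3). Of the 27 lists fixed before the data were examined camera called 17, and 0 held with an estimated correlation. Markers of other cell types moved too: a list of 30 skeletal muscle genes was lower in SS (median -0.16, camera adjusted p = 6.11e-05; adjusted p = 0.328 with an estimated correlation; 9.56e-05 with the block; 0.0973 within Cy5 and 3.67e-04 within Cy3), with 26 members lower. Relative to the average of all tumors, not to the pool, tumors 30 (LS), 7 (SS) and 27 (LS) stood highest on this list, at 1.28, 0.943 and 0.939. Its median was -0.08 without tumor 30 and -0.09 without tumor 27 (camera adjusted p = 0.00764 and 0.0022).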

**Table 4:** Gene transcripts overexpressed in short survivors of canine OS found associated with 3 main biological processes

**Gene ID**	**Fold change**	**Gene description**	**Gene symbol**
**Metastasis-associated**			
DG2-23c15	3.3	cofilin 2	CFL2
DG14-14i19	1.7	Stress-70 protein, mitochondrial precursor (HSAP9) (GRP 75) (Mortalin)	MOT
DG2-72p3	1.6	Vacuolar ATP synthase subunit C	V-ATPase C
			
**Drug resistance**			
DG2-112n11	2.1	Kinesin heavy chain (Ubiquitous kinesin heavy chain)	UKHC
DG2-123a3	2.0	Microsomal glutathione S-transferase 1	MGST1
DG2-72p3	1.6	Vacuolar ATP synthase subunit C	V-ATPase C
DG2-94j4	1.5	high-mobility group box 1	HMGB1
			
**Cell cycle/proliferation**			
DG2-23c15	3.3	cofilin 2	CFL2
DG32-161c11	2.0	WNK lysine deficient protein kinase 1	WNK1
DG14-71c7	1.8	serine/arginine repetitive matrix 1	SRRM1
DG14-14i19	1.7	Stress-70 protein, mitochondrial precursor (HSAP9) (GRP 75) (Mortalin)	MOT
DG32-237k11	1.6	Ribosomal L1 domain containing protein 1(PBK1 protein)	RSL1D1
DG11-239n21	1.6	cell-cycle and apoptosis regulatory protein 1	CCAR1
DG2-106f2	1.4	Translocation protein SEC63 homolog	SEC63
DG2-25k5	1.4	SMC6 protein	SMC6

The 3 processes commonly confer for the aggressive phenotype of tumor in general which include increased drug resistance, high proliferation and differentiation and high metastasis.

### Pathway analyses

The number of annotated genes in the present study is too low to form any relevant protein networks. Therefore, we used the 'Shortest path analyses' by MetaCore, which allows for one intermediate gene to be linked to the differential genes in order to form a more informative gene-protein network. These intermediate genes may be a transcription factor, receptor or ligand. Transcripts with limited information available on network or associated with a pathway were excluded, leaving a final gene regulatory network generated based on 11 genes that were overexpressed in short survivors of canine OS with the addition of seven transcription factors, one receptor and a ligand (Figure 5). Transcription factors p53, c-myc, SP1 and NF-kB seemed to play roles as 'central hubs' connecting these transcripts. All three heat shock proteins (HSP90-alpha, HSP60 and MOT/HSAP9/GRP75) appeared to be linked to a common transcription factor c-myc.

**Figure 5:**
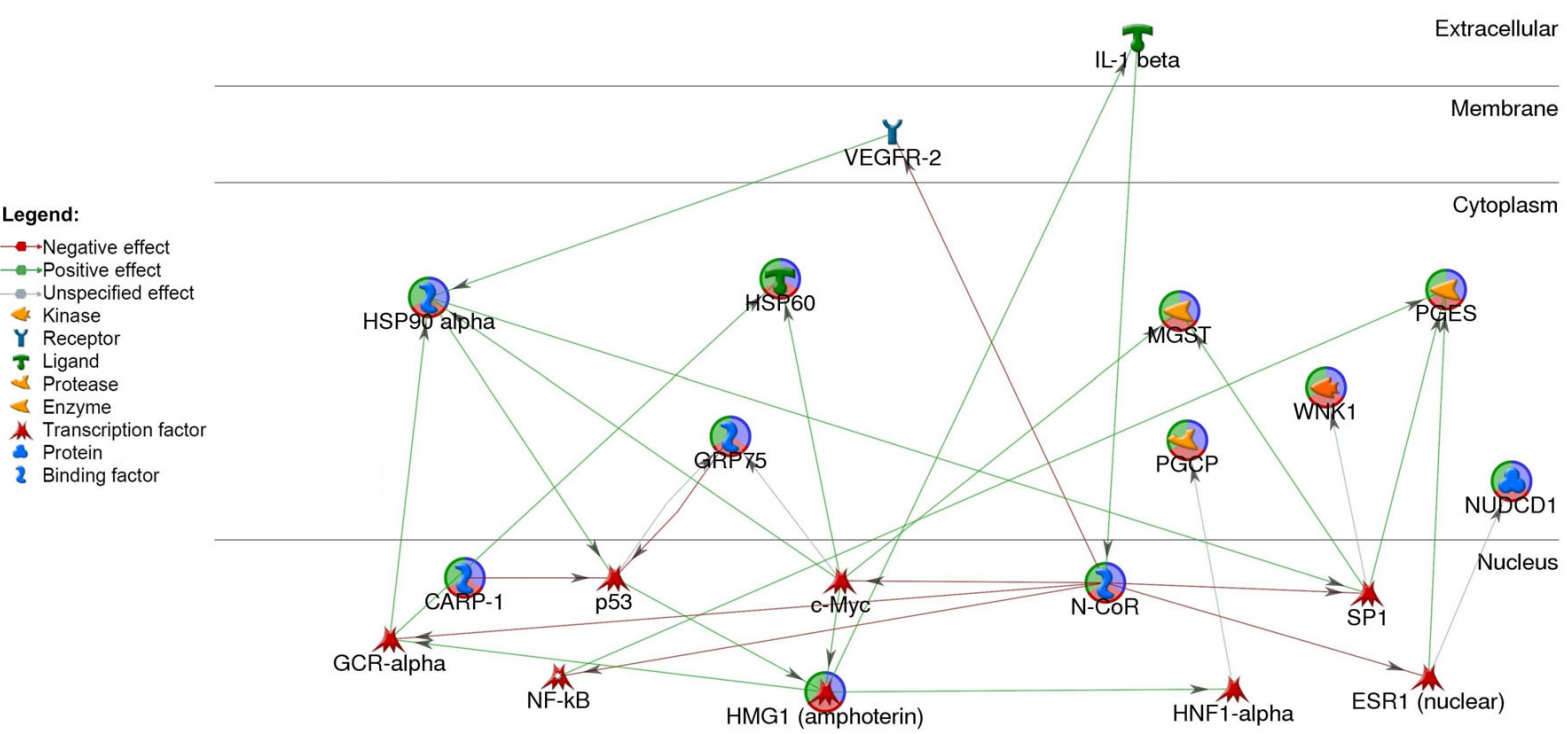
**Gene regulatory network generated through MetaCore's 'shortest path analysis' algorithm**.

Because the interaction among genes is definitely more complex, we performed a PANTHER^® ^pathway analysis in which functional and pathway data available on human transcripts were used as reference to analyze the transcripts from the present study in the dog. PANTHER^® ^analysis on the 51 differentially expressed genes by SAM yields too few genes associated with a cellular signaling pathway, undermining the power of pathway analysis. This is mainly because a majority of genes are not associated with a signaling pathway, but also because the dog lacks functional annotation at present. Therefore, we excluded the FDR correction for multiple testing and selected a longer list of genes with a threshold of P < 0.05 from EDGE (a microarray analyzing software). 

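Genes at an unadjusted p under 0.05 between SS and LS included, among the higher ones, RFC1, the large subunit of the clamp loader of DNA replication (log2 difference 0.39), DDX46, an RNA helicase of the spliceosome (0.42), and PFKFB3, which makes an activator of glycolysis (0.35). Among the lower ones were DKK3, a secreted protein of the dickkopf family (-0.75), and COL3A1, a fibrillar collagen (-0.90). These values are means over the probes of a gene, and none of them passed in limma over all genes. By limma 805 probes were higher and 776 lower in SS at an unadjusted p under 0.05, together 7.13% of all probes, against 2.59% in simulated data without change, while 13 of 100 splits of the arrays gave at least as many. Of these, 667 probes had a gene symbol, for 574 genes. The splits of the arrays did not hold the dye orientations equal, and the one with the highest count parted them unequally. When orientation was a block 1497 probes were higher and 1640 lower at that threshold. Within the Cy5-labeled tumors 2262 were higher and 960 lower, and within the Cy3-labeled tumors 1748 were higher and 3304 lower.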

After removal of non-annotated genes and transcript replicates, there were 533 genes mapped on PANTHER^® ^which permitted further analysis. 

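Components of the proteasome and ubiquitin enzymes were mostly higher in SS: of 41 genes of the ubiquitin proteasome pathway 31 were above LS and 10 below, with log2 differences of 0.21 for PSMA3, 0.35 for PSMD14 and 0.22 for PSMB4, all proteasome subunits, and 0.38 for UBE2K, a ubiquitin conjugating enzyme. This list rose in camera with limma (median 0.10, adjusted p = 0.0103; adjusted p = 0.328 with an estimated correlation), with an adjusted p of 0.00954 with the dye orientation as a block and 0.444 and 0.0121 within the Cy5- and the Cy3-labeled tumors. Of 32 integrin signaling genes 11 were higher and 21 lower in SS, among them COL5A1, a fibrillar collagen (-0.41), ITGB8, an integrin subunit (-0.17), and LIMS1, an adaptor at focal adhesions (0.39). The integrin list fell in camera (median -0.03, adjusted p = 0.0312; adjusted p = 0.455 with an estimated correlation; 0.0614 with the block), lower within Cy5 (adjusted p = 6.74e-04) and higher within Cy3 (adjusted p = 0.403), and did not pass without tumor 19 (0.105) or tumor 32 (0.102). Its median lay between -0.0132 and -0.0644 as single tumors were left out. For 26 genes of Wnt signaling 13 were higher and 13 lower, with differences of -0.34 for FRZB, a secreted Wnt antagonist, -0.20 for CTNNA1, an alpha catenin, and 0.47 for CSNK1A1, a kinase that phosphorylates beta catenin (camera adjusted p = 0.341; 0.386 with the block; 0.444 within Cy5 and 0.812 within Cy3). Of 15 genes of chemokine and cytokine signaling 8 were higher and 7 lower, with CCL21, a chemokine of lymphoid tissue, at -0.29 and NFKBIA, an inhibitor of NF-kappa-B, at 0.22 (camera, toward lower, adjusted p = 0.767, 0.780 with the block and 0.652 within Cy3, and toward higher within Cy5, 0.927), while the list's median, 0.02, and mean, 0.01, were above 0. In none of these 4 lists did limma pass a gene over all genes or adjusted over the list alone.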

Identified pathways included the top four commonly associated with cancer and OS pathogenesis: Wnt signaling, inflammation mediated by chemokine and cytokine signaling, integrin signaling, and ubiquitin proteasome (Table 5). Our pathway list was then compared with three microarray datasets of human osteosarcoma [24,25]. Two gene lists were obtained from Srivastava A., *et al*., 2006: one of genes overexpressed in human osteogenic sarcomas in comparison to normal bones, the other a partial list of genes upregulated in a highly metastatic human OS cell line, and a gene list from Rajkumar T., *et al*., 2008 identifying genes that were differentially expressed in a doxorubicin drug resistant human OS cell line. These gene lists, obtained either from the authors themselves or via the supplementary tables provided in their articles, were subsequently subjected to PANTHER^® ^pathway analysis as similarly conducted in the present study to define pathways pertaining to drug resistance/metastasis/tumorigenesis of OS. Comparison of the top 20 pathway hits from these 3 studies in human OS (Table 5) revealed seven pathways overlapping with the present study on canine OS, including Wnt, chemokine/cytokine, Alzheimer disease-presenilin pathway, fibroblast growth factor (FGF), platelet derived growth factor (PDGF), apoptosis and interleukin signaling pathways.

**Table 5:** Deregulated pathways in canine OS pertaining to aggressive phenotype

**Reference**	**Present study on canine osa**	**Srivastava *et al.*, 2006**	**Rajkumar, T. *et al*., 2008**	**Srivastava *et al.*, 2006**
**Study approach**	**poor survival associated profile**	**high metastatic profile**	**drug resistant profile**	**osteogenic tumor profile**
**Samples used**	**32 primary tumors**	**human osa cell lines**	**cell line resistant to doxorubicin**	**10 tumors and 8 normal bones**
Total differential expressed genes	1426	1999	485	194
Total Mapped IDs on PANTHER^®^	533	1185	295	159

Huntington disease	12	▲	▲	
**Wnt signaling pathway**	**10**	▲	▲	▲
**Chemokine/cytokine signaling pathway**	**8**	▲	▲	▲
Integrin signalling pathway	7	▲		▲
Parkinson disease	6		▲	▲
Ubiquitin proteasome pathway	6		▲	
**Alzheimer disease-presenilin pathway**	**5**	▲	▲	▲
Cadherin signaling pathway	5		▲	
Endothelin signaling pathway	5			
Glycolysis	5			
Heterotrimeric G-protein signaling pathway	4	▲		
Angiogenesis	3			▲
Cytoskeletal regulation by Rho GTPase	3	▲		
EGF receptor signaling pathway	3	▲		
**FGF signaling pathway**	**3**	▲	▲	▲
p53 pathway	3		▲	
**PDGF signaling pathway**	**3**	▲	▲	▲
T cell activation	3	▲	▲	
TGF-beta signaling pathway	3	▲		▲
Androgen/estrogene/progesterone biosynthesis	2			
**Apoptosis signaling pathway**	**2**	▲	▲	▲
B cell activation	2			
Hedgehog signaling pathway	2			
Hypoxia response via HIF activation	2			
Interferon-gamma signaling pathway	2			
**Interleukin signaling pathway**	**2**	▲	▲	▲
Oxidative stress response	2			
p53 pathway feedback loops 2	2		▲	
PI3 kinase pathway	2	▲	▲	
Ras Pathway	2	▲		▲

Comparison of the top 20 pathways from 3 published human OS studies revealed 7 pathways (in bold letters) that are commonly deregulated in both human and canine OS. (▲: Common pathway hits found across different gene sets published for human OS to the present study in canine)

## Discussion

### Canine OS gene expression profiling as a model for human OS

Osteosarcoma (OS) is a devastating disease in both human and dogs. The clinical presentation, characteristics and disease progression is similar in people and dogs except for the age of clinical onset, where 75% of human cases affect young adolescents while onset is predominantly observed in middle-aged to older dogs. For dogs, the decision to initiate treatment is often made by the owners. The standard therapy for canine OS primarily involves amputation or limb sparing surgery, followed by adjuvant chemotherapy. Some dogs tend to develop metastases within 4 months regardless of the therapy modality, while others survive for longer periods of time [17]. Similarly, despite the advance standard of care for children with OS, only 60% reach a 5-year disease free interval and 20% will not survive beyond 5 years [26].

The similarities seen in OS disease progression and survival rates in humans and dogs provides a reasonable justification to compare gene expression profiles based on clinical outcomes once these are adjusted for comparative lifetimes. The similarities in the genetic expression and biological behavior of canine and human OS also makes the dog a suitable model to study this disease [27,28]. Gene expression profiling of spontaneous tumors in the dog offers a unique translational opportunity to identify prognostic biomarkers and signaling pathways common to both species. This is further supported by a report on the strong similarity in the gene expression profile found in both canine and human pediatric OS, suggesting that specific genes and pathways are commonly involved in these two species (Paoloni, M. *et al*., 2005, personal communication).

Further, various clinical and pathological methods are being used as prognostic indicators for canine OS, but to our knowledge, this is the first research conducted using canine specific cDNA microarray to analyze gene expression profiles associated with survival in a panel of thirty-two primary canine OS. The ability to identify gene markers of tumor aggressiveness at the time of primary tumor removal would provide prognostic values for a tailored therapy which can be translated to human medicine.

### Clinicopathological relevance for OS prognostic gene expression studies in dogs

Gene expression profiling on the basis of segregating and then identifying poor and favorable outcome markers is not novel, but this is the first study conducted in dogs with OS. Selection of appropriate tumor candidates based on clinicopathological relevance for gene profiling is crucial for the overall experimental design. Although advanced histological grade and postoperative chemotherapy are known confounders to influence survival and prognosis in dogs with OS [29], these factors lack to significantly influence survival in the present study population, mainly due to the small population size. Elevation of serum alkaline phosphatase is a known negative prognosticator in dogs with OS, which is true for the present study population where poor survivors had significantly higher alkaline phosphatase levels than long survivors. Some dogs, despite receiving postoperative chemotherapy, did not live beyond 6 months and can be characterized as 'poor responders' to chemotherapy. On the other hand, the majority of dogs that received chemotherapy within the long survivors was censored which suggests that either these tumors responded to the chemotherapy or the primary tumor did not harbor the aggressive phenotype. These data further justify distinguishing between good and poor outcome: dogs can be assessed at the gene-biological level of primary tumors regardless of post-operative chemotherapy. In addition, the current gene profiling was carried out on tumors prior to chemotherapy, where 'clues' at gene expression levels will help to determine which animals will probably live longer regardless of either the type of regime or decision to include postoperative chemotherapy (Figure 6). To further improve the efficacy of therapy, it is necessary to identify dogs with OS with an increased risk of treatment failure, as well as to identify those that might not need aggressive chemotherapeutic protocols.

**Figure 6:**
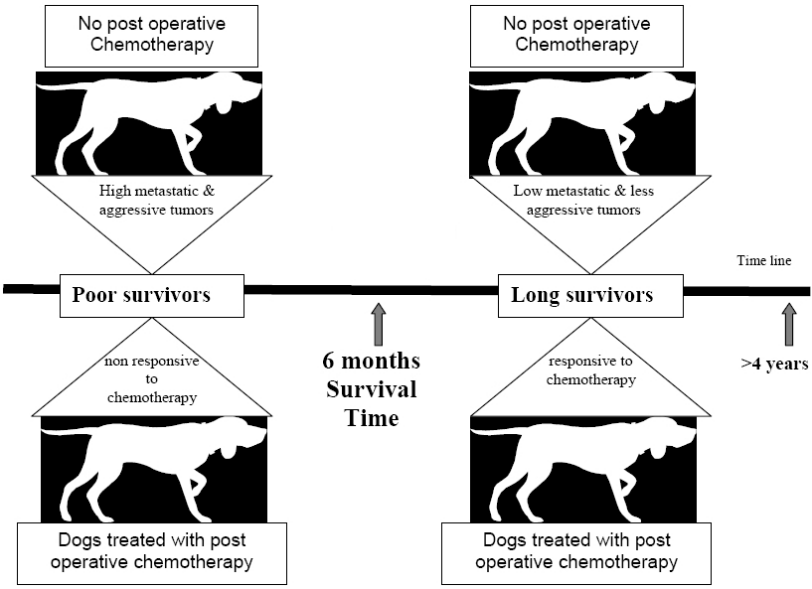
**Classification of dogs: poor survivors (SS) and long survivors (LS)**.

To address issues concerning applicability for tailored therapies, microarray technologies have identified new molecular subclassifications in various human tumors, but to date there are no such reports for prognostic signatures in human and canine OS. The current research thus provides new insights into possible prognostic molecular subclassifications in canine OS. Hierarchical clustering of the differentially expressed genes revealed that long survivors have a similar gene expression profile, which is distinctly different from that of short survivors: these genes appear to be consistently downregulated among the long survivors. In contrast, clustering the genes based on expression was found to separate the short survivors into 2 subgroups. 

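ANKRD17, ANKRD11, another ankyrin repeat protein, and WNK1 lay below the reference pool in 16 of 16 LS tumors at the probe with the smallest p of each gene. BLVRB, CCAR1, MGST1 and PON1 lay below it in 15 of 16, HSPD1, the mitochondrial chaperonin HSP60, in 14 of 16, and WSB2 and SRRM1 in 11 of 16, the lowest count among the 24 genes of Table 3. ANKRD11 was -0.46 ± 0.29 in LS and 0.25 ± 0.89 in SS (log2 ratio, SD, n = 16 each), a difference of 0.72 (SE 0.23, limma adjusted p = 0.526, 12 of 16 SS tumors above the LS mean). BLVRB was -0.34 ± 0.20 in LS and 0.20 ± 0.57 in SS, a difference of 0.54 (SE 0.15, limma adjusted p = 0.397; 13 of 16). SEC63, which helps move proteins into the endoplasmic reticulum, was -0.29 ± 0.31 in LS and 0.21 ± 0.41 in SS, and COMMD8 -0.28 ± 0.36 and 0.25 ± 0.42. Because the genes were chosen for their higher level in SS and the pool holds all 32 tumors, levels below 0 in LS partly follow from that choice.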

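RBBP6, a ubiquitin ligase that binds the retinoblastoma protein, SON, a splicing cofactor, NR3C1, the glucocorticoid receptor, and DDX46 were higher in SS subgroup B than in subgroup A, by 1.07, 0.88, 0.88 and 0.67 on the log2 scale (n = 8 each). Of the genes of Table 3, ANKRD11 was 1.04 ± 0.28 in B and -0.54 ± 0.46 in A (SD, n = 8 each), a difference of 1.58 (limma adjusted p = 1.19e-06), WNK1 differed by 1.29, SRRM1 by 1.27 and KIF5B by 1.32. CCSER2 (0.97) and REEP3 (0.75), which shapes the endoplasmic reticulum, were also higher in B. GPRC5B, an orphan receptor, was lower in B by limma (-0.37, adjusted p = 0.0840). In all, limma with Benjamini-Hochberg adjustment called 61 probes higher and 1 lower in B than in A, among them 9 probes of 8 genes of Table 3. The model with the dye orientation as a block called 137 probes higher and 17 lower. Camera called 9 of 30 gene lists between B and A. Of these, 8 were fixed before the data were examined, and 0 of the 8 held with an estimated correlation. Subgroup A held 3 Cy5-labeled and 5 Cy3-labeled tumors and subgroup B the reverse. Other probes of RBBP6 (-0.13), NR3C1 (-0.21), WNK1 (-0.18) and SRRM1 (-0.24) were not higher in B, those of SON differed by -0.14 to 1.03, and that of GPRC5B by 0.62. The count of 62 fell to 30 without tumor 1. The subgroups were formed by the study on genes picked on these arrays.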

Cluster 1 genes were found to be overexpressed in subgroup B in comparison to the rest of the tumors, making this subgroup unique among the 32 tumors. 

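DDX46, an RNA helicase of splicing, SON, a splicing cofactor, CLK1, a kinase that phosphorylates splicing factors, RBBP6, a ubiquitin ligase, NR3C1, the glucocorticoid receptor, and RFC1, a subunit of the clamp loader of DNA replication, were higher in subgroup B than in LS. DDX46 differed by 0.75 (log2, SE 0.09, limma adjusted p = 2.9e-06), SON by 0.86 (SE 0.11, limma adjusted p = 1.18e-05) and CLK1 by 1.19 (adjusted p = 0.00527 from limma). RBBP6 differed by 0.98 (SE 0.13), NR3C1 by 0.79 (SE 0.11) and RFC1 by 0.64 (SE 0.10). Of the genes of Table 3, ANKRD11 (1.51, SE 0.14, limma adjusted p = 1.18e-07), ANKRD17 (2.06, SE 0.22, limma adjusted p = 1.35e-06), WNK1 (1.49, SE 0.17) and SRRM1 (1.36, SE 0.19) were higher in B. Other probes differed by 1.01 and 0.15 for ANKRD17, -0.13 for WNK1, -0.08 for SRRM1, -0.17 for RBBP6, 0.05 for NR3C1 and 0.05 to 0.92 for SON. Limma called 100 probes higher and 4 lower in B (n = 8) than in LS (n = 16), among them 15 probes of 13 genes of Table 3. The lower ones included SUPT6H, a transcription elongation factor (-0.32, and -0.06 at its other probe), and AFG3L2 (-0.40, and -0.06 and 0.04). All 100 higher probes were higher in both dye orientations, and for 86 of them every B tumor lay above the LS mean. Of 39 splicing genes 25 were higher and 14 lower in B than in LS, 4 passed over all genes and 6 adjusted over the list alone, and the list rose in camera (adjusted p = 0.0055; adjusted p = 0.453 with an estimated correlation; 0.0197 with the block; 0.220 within Cy5 and 0.0971 within Cy3), but not without its 2 genes of Table 3 (adjusted p = 0.101). In all camera called 8 of 30 lists between B and LS, and of these only the 3 of Table 4, chosen by the study on these arrays, held with an estimated correlation. A list of 15 macrophage markers, all higher in B, rose as well (median 0.289, or 0.45 without tumor 3, camera adjusted p = 0.00451). The camera adjusted p was 0.826 with an estimated correlation, 0.0371 with the block, 0.422 within Cy5 and 0.00143 within Cy3. Tumor 4 lay far above the other B tumors, at 2.15 relative to the average of all tumors. Without that tumor the list did not pass (camera adjusted p = 0.495). None of its genes passed over all genes, and CYBB, a subunit of the phagocyte oxidase (0.99), passed adjusted over the list alone. The 30 skeletal muscle markers fell (median -0.09, 22 lower, camera adjusted p = 0.0240, 0.826 with an estimated correlation, 0.0197 with the block, 0.299 within Cy5 and 0.00198 within Cy3), but did not pass without tumor 3, 4, 10, 12, 27 or 30 (up to 0.324, with a median of -0.02, without tumor 30), and their median was -0.22 without tumor 7. Limma with the orientation as a block called 192 higher and 35 lower, within Cy5 1385 and within Cy3 211 probes.

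**Figure D3:**
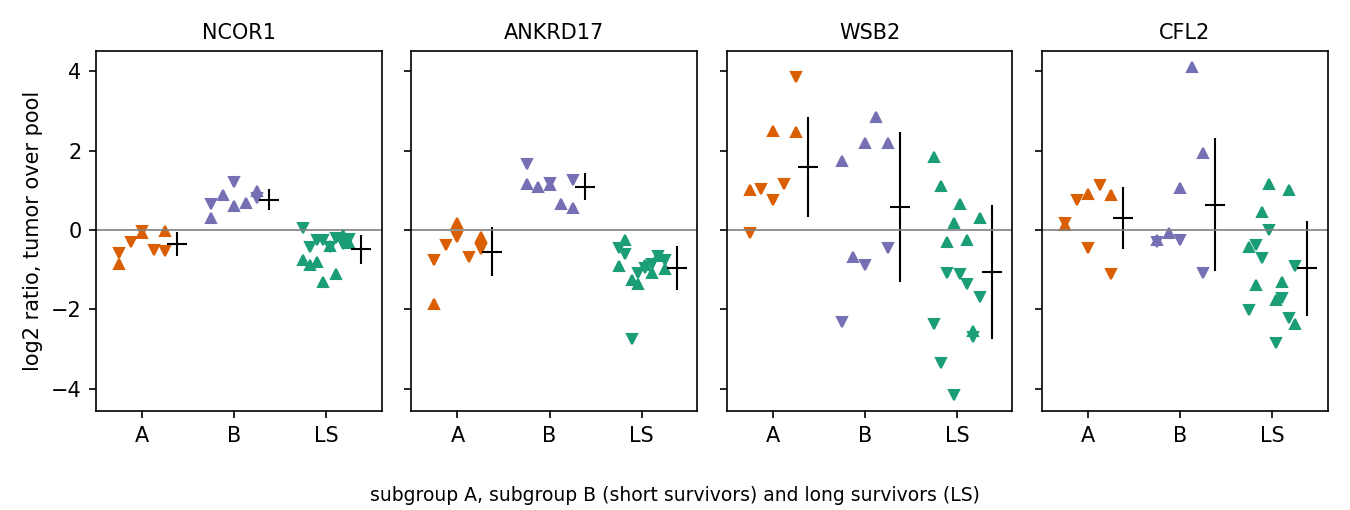
Log2 ratio of NCOR1, ANKRD17, WSB2 and CFL2 (vertical axes, 1 panel per gene) in each tumor of SS subgroup A, SS subgroup B and LS. Upward triangles are Cy5-labeled and downward triangles Cy3-labeled tumors, and the line and bar beside each group are its mean and SD. For NCOR1 and ANKRD17 all 8 tumors of subgroup B lie above every other tumor.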

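WSB2, an adaptor of a ubiquitin ligase, MRPS31, of the mitochondrial ribosome, BLVRB, a biliverdin reductase, and ATP6V1C1, a subunit of the V-ATPase proton pump, had higher means in subgroup A than in subgroup B or LS. MRPS31 was 0.47 ± 0.47 in A (SD, n = 8) and -0.33 ± 0.41 in LS (SD, n = 16), a log2 difference of 0.80 (limma adjusted p = 0.0587 with the dye orientation as a block). WSB2 differed by 2.64 between A and LS (limma adjusted p = 0.0296 with the block; 0.07 and -0.15 at its other probes) and BLVRB by 0.73 (limma adjusted p = 0.0951 with the block). ATP6V1C1 did not pass with the block (limma adjusted p = 0.124). Between B and A limma passed none of these genes, with or without the block (adjusted p from 0.372 to 0.791 with it). Without the block, limma called 0 probes between A and LS, against 1406 at an unadjusted p under 0.05. With it 30 probes were higher and 54 lower, within Cy5 756 and within Cy3 1905 were called, the former with 3 tumors of subgroup A. Of the 47 probes of Table 3 genes 42 were higher in A than in LS and 19 had an unadjusted p under 0.05. A list of 7 osteoclast genes, all higher in A, rose in camera (median 0.65, adjusted p = 5.77e-04; adjusted p = 0.102 with an estimated correlation; 0.00244 with the block; 3.85e-04 within Cy5 and 0.410 within Cy3; median 0.35 without tumor 1), with none of its genes passing over all genes and ATP6V1C1 (0.82) and CA2, a carbonic anhydrase (1.29), passing adjusted over the list alone. ATP6V1C1 is also a gene the study picked. Genes of antigen presentation by MHC class II fell as a list (median -0.46, camera adjusted p = 0.0039; adjusted p = 0.273 with an estimated correlation; 0.0107 with the block; 0.534 within Cy5 and 0.00277 within Cy3), with 6 of 7 lower, for example DLA-DRA (-0.95), and 0 passing singly. In all camera called 21 of 30 lists between A and LS, and only 2 of Table 4, chosen by the study on these arrays, held with an estimated correlation. The smallest p were those of 19 extracellular matrix and fibroblast genes (median -0.31, 15 lower, adjusted p = 2.92e-05, 0.259 with an estimated correlation, 4.69e-04 with the block, 0.0208 within Cy5 and 0.0188 within Cy3) and 30 skeletal muscle markers (median -0.20, 26 lower, adjusted p = 2.92e-05, 0.272 with an estimated correlation, 3.3e-04 with the block, 0.0685 within Cy5 and 0.00171 within Cy3). Endothelial markers were lower as well (median -0.17, camera adjusted p = 0.00407, 0.259 with an estimated correlation, 0.0121 with the block, 0.526 within Cy5 and 0.0826 within Cy3). Erythroid markers were higher (median 0.20, camera adjusted p = 0.0174, 0.337 with an estimated correlation, 0.0031 with the block, 0.0159 within Cy5 and 0.277 within Cy3), but rested on tumor 2, without which the adjusted p was 0.988 and the median 0.03.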

Intriguingly, subgroup A appeared to have a significantly decreased survival compared to subgroup B where it shares common downregulation of genes with cluster 1. The mechanism behind this evident contradiction can only be speculated. Possibly, upregulation of both cluster 1 and cluster 2 genes provides a somewhat protective mechanism that improves survival as compared to the combination seen for subgroup A. On the other hand, the data can also be interpreted such that Cluster 1 genes are upregulated in 25% of canine OS, where its overexpression is related to poor prognosis. 

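CFL2 was 0.31 ± 0.77 in subgroup A and 0.65 ± 1.68 in subgroup B (log2 ratio, SD, n = 8 each), against -0.96 ± 1.20 in LS (SD, n = 16). Tumor 7 of subgroup B stood at 4.10, and without it the B mean of CFL2 was 0.15. WSB2 was 1.59 ± 1.26 in A and 0.58 ± 1.89 in B. MGST1 was 0.39 ± 0.78 in A, -0.01 ± 0.96 in B and -0.62 ± 0.39 in LS. BLVRB was 0.40 ± 0.57 in A and 0.01 ± 0.54 in B. At the PON1 probe with the smallest p, which lay in the larger probe cluster, levels were -0.39 ± 0.79 in A, where tumor 13 stood apart, 0.61 ± 0.55 in B and -0.90 ± 0.77 in LS. Between B and LS limma called that PON1 probe (1.51, SE 0.31, adjusted p = 0.0129). Limma did not call the other PON1 probes of the larger cluster (-0.07 and 0.04, adjusted p = 0.999 and 0.997). Nor did it call those of the smaller (0.24 and 0.15, adjusted p = 0.955 and 0.929). At the probe with 0.24 the B mean was -0.03, and LS tumor 18 stood at -4.02. CFL2 (1.61, SE 0.52, limma adjusted p = 0.381) and WSB2 (1.63, limma adjusted p = 0.648) did not pass between B and LS.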

Cluster 2 genes appear to be true prognostic gene signature, defining the gene expression that segregates short (<6 months) from long survivors. The importance of these findings is they provide insights into possible existence of molecular subclassifications among short survivors that may be regulated by different signaling pathways whereby, due to the complex interaction among genes, these subgroups may respond differently to certain targeted therapies. These interpretations must be addressed cautiously given the small number of samples and differentially expressed genes selected for the generation of the present dendrogram. As has been noted previously, "a replicable classification is not necessarily a useful one; but a useful one that characterizes some aspect of the population must be replicable" [30]. Therefore, insights into molecular sub-classifications among the canine OS from the present study require further validation on a larger and independent set of tumors.

### Differentially expressed genes between short and long survivors: similarities with human OS

For a more biologically meaningful approach to data analysis, we looked at the level of common biological processes that differentiates short from long survivors. Genes highly expressed among short survivors of canine OS are likely to contribute to the aggressive nature of the disease in terms of increased cell cycle and proliferation, drug resistance and metastasis-associated properties. Among the transcripts that were differentially expressed between the two survival groups that have been implicated in human OS were HSP70/MOT, HSP60 and NCOR1, while HMGB1, HSP90 and MGST1 have been reported for both human and canine OS. Following discussion will focus on the relevance of these genes to human and canine OS pathogenesis and disease progression.

The main goal for discovering new therapeutic interventions for OS is to inhibit metastasis and eradicate micrometastases. The difference in growth patterns of metastases may be detected by differences in gene expression of primary tumors at the point of amputation. Due to their gene expression differences, some dogs develop metastasis rapidly and others have delayed metastatic disease, which contributes significantly to their survival. In the overall clinical data comparison in this study, there were long survivors who did not develop metastases at all. We did not exclude these tumors from the analysis because they appear to be true survivors, where there was no metastatic disease detected after primary tumor removal. 

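CFL2, the muscle form of cofilin, which severs actin filaments, HSPA9, the mitochondrial chaperone mortalin (MOT), and ATP6V1C1, the C subunit of the V-ATPase proton pump, had higher mean levels in SS than in LS. HSPA9 was 0.18 ± 0.74 in SS and -0.46 ± 0.38 in LS (log2 ratio, SD, n = 16 each), a difference of 0.64 (SE 0.20, limma adjusted p = 0.502), with 13 of 16 SS tumors above the LS mean and tumor 10 far above the other tumors of its subgroup, at 2.14. ATP6V1C1 was 0.25 ± 0.66 in SS and -0.38 ± 0.43 in LS, a difference of 0.64 (SE 0.19, limma adjusted p = 0.467; 13 of 16). Over all probes none passed in limma. With the dye orientation as a block the limma adjusted p was 0.128 for CFL2, 0.165 for HSPA9 and 0.104 for ATP6V1C1. The difference among the Cy5-labeled and the Cy3-labeled tumors was 1.67 and 1.21 for CFL2, 0.53 and 0.76 for HSPA9 and 0.52 and 0.75 for ATP6V1C1.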

Among the differentially expressed genes between short and long survivors, CFL2, MOT and V-ATPase C have been associated with invasion and metastasis in various human tumors [31-33]. The metastatic potential of the stated genes in OS has not been reported previously; therefore additional research into their exact functions in OS metastasis is required.

Over the past decade, besides metastasis, there has been growing interest in the development of multidrug resistance in OS, where various genes have been reported to contribute to the drug resistance phenotype [24,34,35]. The two drug resistance related genes overexpressed in poor survivors found in the present research in canine OS include HMGB1 and MGST1. 

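HMGB1, a chromatin protein that bends DNA, was 0.21 ± 0.51 in SS and -0.27 ± 0.32 in LS (log2 ratio, SD, n = 16 each), a difference of 0.48 (SE 0.15, limma adjusted p = 0.476), with 13 of 16 SS tumors above the LS mean. MGST1 differed by 0.81 (SE 0.23, limma adjusted p = 0.436; 13 of 16). Within the Cy5-labeled and the Cy3-labeled tumors the differences were 0.20 and 0.77 for HMGB1 and 0.66 and 0.96 for MGST1, and with the orientation as a block limma passed neither (adjusted p = 0.140 and 0.148). Of 21 genes of drug detoxification and transport 12 were higher and 9 lower in SS, with 0.23 for TXNRD1, a thioredoxin reductase, and 0.44 for NQO1, a quinone reductase. None passed in limma over all genes. Adjusted over the list alone MGST1 and RFC1 passed, and RFC1 encodes a subunit of the clamp loader of DNA replication. As a list they did not pass in camera (adjusted p = 0.140; 0.251 with the block; 0.450 within Cy5 and 0.629 within Cy3), though they did without tumor 4 (0.0572), tumor 23 (0.098) or tumor 29 (0.0782). MGST1 is also a gene the study picked, and without it the adjusted p was 0.351.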

HMGB1 expression levels have been previously investigated in 5 canine OS where its expression was suggested to be a potential marker for cisplatin therapy based clinical outcome [36]. This gene may play a role in protecting OS cells, making them less susceptible to the cisplatin where it has been similarly associated with activation of p53 [37,38] and drug resistance in other human tumors [37,39]. Similarly, MGST1 was found to be overexpressed in several human malignant tissues where it was shown to protect cells from several cytotoxic drugs [40,41] as well as by direct detoxification and downstream protection of tumor cells from oxidative stress [40]. Preliminary evidence suggests overexpression of another family member, glutathione S-transferase π, is significantly related to poor histological response to preoperative chemotherapy and poorer prognosis in human OS [41]. Similarly, an *in vitro *model of canine OS (COS31) with high glutathione-S-transferase activity was found to be resistant to cytotoxic effects of cisplatin [42]. Drug resistance issue is of interest in the present study population because despite given postoperative chemotherapy there were dogs unable to extend survival beyond 6 months while others received no chemotherapy and yet lived much longer. This suggests that screening through gene profiles can help with therapeutic decisions by segregating dogs based on key targets for personalized chemotherapy, and hence ensure treatment success.

Genes associated with proliferation, cell cycle and differentiation revealed at present have not been described for OS pathogenesis except for Mortalin (MOT/HSP70), HSP90 and HSP60. MOT/HSP70 has been previously shown to form complexes with p53 tumor suppressor, causing inactivation of the wild type p53 leading to excessive proliferation [43]. Knockdown of MOT/HSP70 by shRNA expression plasmids have proven to cause growth arrest in human OS [44]. Since MOT has been found upregulated in short survivors in this study and since it is known that p53 mutations are common feature of poor prognosis in canine and human OS, extensive in depth investigation should be done to elucidate both the role of MOT/HSP70 as a prognostic marker and its association with p53 in OS. The other two heat shock protein family members revealed by the present study include HSP90 and HSP60, both having been strongly implicated in multiple stages of tumorigenesis from proliferation to impaired apoptosis and angiogenesis, invasion and metastasis. High expressions of HSP90-beta have been reported in 3 human OS cell lines as well as in 3 primary tumors from microarray analysis in previous research [20]. In primary human OS removed at surgery, HSP90α was found to be 40% overexpressed and HSP60 60% [45]. In another, expression of HSP60 was detected in 83% of human OS biopsy specimens, and 43% of these OS patients had increased levels of anti-hsp60 antibodies in their serum [46]. Recently, *in vitro *studies have demonstrated that inhibition of HSP90 exhibits selective cytotoxicity in canine OS cells by downregulation of Met, Akt and p-STAT3, key players for multiple oncogenic signaling pathways [47]. A growing body of evidence suggests that heat shock proteins provide protection to a large group of client proteins: they help protect highly aggressive and metastatic cells from cellular stressors in the tumor microenvironment. 

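HSP90AA1, the inducible form of the cytosolic chaperone HSP90, was 0.04 ± 0.96 in SS and -0.99 ± 0.89 in LS (log2 ratio, SD, n = 16 each), a difference of 1.03 (SE 0.32, limma adjusted p = 0.492), with 13 of 16 SS tumors above the LS mean. Tumor 13 stood apart from its subgroup, at 1.52. HSPD1, the mitochondrial chaperonin HSP60, was 0.13 ± 0.47 in SS and -0.34 ± 0.34 in LS, a difference of 0.47 (SE 0.14, limma adjusted p = 0.445; 13 of 16). In subgroup B alone HSP90AA1 was higher than in LS by 1.62 (SE 0.35, limma adjusted p = 0.0240) at this probe. There HSP90AA1 differed by 1.18 between B and A, which did not pass (limma adjusted p = 0.580, or 0.313 with the dye orientation as a block). At its other probes SS differed from LS by 0.57 and 0.39, B from LS by 0.53 and 0.31 (limma adjusted p = 0.745 and 0.869) and B from A by -0.07 and -0.14. Of 24 heat shock protein genes 23 were higher in SS and 1 lower, including HSPE1, the cochaperonin of HSP60 (0.46 as the mean of its probes). None passed in limma over all genes and 4 passed adjusted over the list alone, HSPA9, HSP90AA1, HSPD1 and HSPE1. The list rose in camera (median 0.23, adjusted p = 1.09e-04; adjusted p = 0.328 with an estimated correlation; 5.49e-04 with the dye orientation as a block; 0.348 within Cy5 and 4.99e-04 within Cy3). The study picked 3 of its members on these arrays, and without them the adjusted p was 0.00897 (adjusted p = 0.471 with an estimated correlation). HSP90AB1, the constitutive form of HSP90, had differences of 0.35, 0.25, 0.10 and -0.04 at its 4 probes (limma adjusted p = 0.811 for the first).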

The overexpression of all these HSP family members in poor survivors of canine OS makes them interesting in the context of drug development for the next generation of HSP inhibitors.

Another candidate gene of interest to both human and canine OS is NCOR1. We found that NCOR1 was overexpressed in 8 out of 32 (25%) of tumors, all from subgroup B (among the candidates from gene Cluster 1) and there was a clear downregulation among all long survivors. 

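NCOR1, which with histone deacetylases represses genes bound by nuclear receptors, was above the reference pool in 8 of 8 tumors of SS subgroup B, in 0 of 8 of subgroup A and in 1 of 16 LS tumors at its first probe. The lowest B tumor stood at 0.30 and the highest other tumor at 0.05 (log2 ratio). Means were 0.77 ± 0.27 in B and -0.35 ± 0.31 in A (SD, n = 8 each) and -0.49 ± 0.38 in LS (SD, n = 16). B exceeded LS by 1.25 (SE 0.15, limma adjusted p = 2.9e-06) and A by 1.12 (SE 0.17, limma adjusted p = 4.7e-04). Between SS and LS as a whole the difference was 0.69 (SE 0.18, limma adjusted p = 0.346; 12 of 16 SS tumors above the LS mean), 1.03 among the Cy5-labeled and 0.35 among the Cy3-labeled tumors (limma adjusted p = 0.114 with the orientation as a block). Its other probes differed by 0.07 and 0.01 between SS and LS and by 0.19 and 0.05 between B and LS.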

In human OS, NCOR1 was amplified in 22.6% of tumors where it did not correlate with disease free interval, and amplification status correlated significantly with tumor size [48]. The mechanistic role of NCOR1 as an independent negative prognosticator in both human and canine OS is currently unknown, although the overexpression of NCOR1 in 25% of canine tumors could be related to its possible amplification status, similar to what is seen for human OS. Here, we have confirmed the overexpression of MGST1 & NCOR1 in poor survivors as has been previously described for both canine and human OS, and identified two new candidates, ANKRD17 and MRPS31, choosing to validate expression data using quantitative real-time PCR. Those dogs that lived less than 6 months were found to highly express these genes in parallel to the microarray expression data, which suggests these transcripts could be attractive therapeutic targets and markers for future prognosis and disease progression for canine OS.

### Pathway Analyses

Pathway analysis in dogs has its limitations because pathway identification relies heavily on existing functional annotation, which is still limited for the canine species. Our preliminary work networking a limited number of candidate genes identifies c-myc, SP1, p53 and NF-kB as the 'central hubs' connecting the candidate genes, where these transcription factors have been extensively described and associated with poor prognosis in various tumors, including OS [49-51]. Transcripts such as MOT/GRP75, HSP60, p53, HMGB1; VEGFR and NCOR1 from this network have been previously described for cancer pathogenesis. It has been proposed that one or a few key genes can trigger a succession of events leading to abnormal expression of many genes in cancer. Pathway analysis provides a much more practical way to analyze expression data across species which may shed light into common pathways important for targeted therapies. A few pathways have been previously proposed to be of importance in either human or canine OS pathogenesis. Gene enrichment for two major pathways, namely Wnt signaling and chemokine/cytokine signaling, was found to be common among the studies conducted in human OS, and in the present study in dogs. Extensive investigations have been initiated to understand how Wnt signaling is involved in human OS pathogenesis and disease progression. Wnt signaling is not only important for cell proliferation and differentiation, but may also have possible autocrine or paracrine influence on the metastatic potential of OS [52-54]. Preliminary investigations on the roles of Wnt signaling in canine OS pathogenesis and disease progression are underway. Nevertheless, the importance of chemokine signaling has been described in canine OS where its receptor (CXCR4) was found to participate in directional migration *in vitro *[55]. Further research has shown that canine and human primary OS do express CXCR4, which may be involved in metastatic progression of this disease [56]. Molecular strategies targeting these 2 pathways may be beneficial for both human and dogs.

### Use of microarrays for OS prognosis prediction

Clinical, histological and gene expression analysis in combination have the ability to improve the accuracy of clinical diagnostics and prognostics by precisely segregating individuals into meaningful groups, allowing for better decision making for therapeutics. However, in the past, these advanced approaches have, for most studies in human malignancies, failed to be reproduced; instead, parallel studies using distinct data sets frequently identify different gene sets as a result of variations in computational analysis methods to sample processing, array platforms and research questions [57,58]. Other common barriers to reproducibility include differences in experimental design, small sample size and lack of assessment in secondary independent populations. A general problem of prognostic studies is that analyses are carried out on thousands of genes generated from small number of samples, which are often difficult to acquire from dogs where decisions to treat and follow up rely heavily on the owners. Although different human OS gene sets from different platforms and analysis techniques were identified from independent studies, they all seem to achieve agreement when it comes to pathway analysis. This insight is first described in the present study, where we performed gene-pathway enrichment analysis on distinct gene sets from several human OS studies and compared the result with our prognostic genes from the dog to reveal several common pathways conferring pathogenesis and the aggressive phenotype of OS. The conventional single biomarker discovery approach is being slowly overtaken by the idea that complex interactions among multiple genes are required to produce a disease phenotype which can be best described in terms of its deregulation of cellular signaling pathways. Preliminary studies have been initiated in an independent and larger set of canine and human OS samples to further investigate and validate the roles of the main pathways for the aggressive phenotype revealed by the present analysis.

## Conclusion

The premise that gene expression profiling can be used to segregate and then identify negative and favorable prognosis cancer patients is not novel; however this is the first report of its kind in canine OS and probably in any naturally occurring cancer in the dog. The present study has revealed candidate genes that can be followed up in prospective studies as negative prognostic markers and therapeutic targets for canine OS. A molecular-based method to discriminate between short and long survivors of canine OS may be useful for future prognostic stratification of dogs at initial diagnosis, since genes associated with cell cycle/proliferation, drug resistance and metastasis are commonly overexpressed in short survivors of canine OS. In addition, we found that these survival-associated genes enrich prominent pathways such as Wnt and chemokine/cytokine signaling, which were also among the top pathways revealed by comparative pathway analysis with those of human OS gene profiling studies. These findings emphasize the excellent translational opportunity offered by canine expression studies of OS pathogenesis and disease progression that can be used for future therapeutic and prognostic strategies. Other approaches, such as protein profiling as well as *in vitro *studies, will be necessary to elucidate further the biological significance of these findings.

## Methods

### Patient and tumor data

Thirty-two histological confirmed canine OS, with available survival data, that were presented at the University Clinic for Companion Animals in Utrecht The Netherlands from 1996 - 2003 were selected in this study. These dogs were not subjected to any sort of therapy prior to harvesting of the tumor tissue. Tumor samples were harvested under sterile conditions during surgery (amputation/marginal resection/total resection). Samples were snap-frozen in liquid nitrogen and stored in sterile tubes at -70°C. An adjacent tumor specimen was fixed in 4% neutral buffered formalin, decalcified in 10% EDTA and embedded in paraffin. Four μm tissue sections were stained with hematoxylin and eosin where the diagnosis and histological grading was carried out by a board certified veterinary pathologist [59]. Various clinical and pathological parameters were evaluated retrospectively for the dogs included in this study.

### Statistical and survival analysis

All 32 dogs in this study were followed up from the time of diagnosis until death, for up to a period of 5 years. Survival time (ST) was recorded for all dogs. ST was defined as the time period from initial diagnosis until death. Patients were censored if they died due to causes other than metastatic disease. The Kaplan-Meier method was used to draw disease free interval survival curves. Tests for comparison of groups of survival data were made using the Mantel-Cox log rank test (SPSS version 15.0). Univariate Cox proportional hazard analysis was conducted on the overall population of 32 dogs with and without stratification for chemotherapy. Variables found by univariate analysis to influence survival at a cut off of P < 0.15 were further subjected to multivariate analysis using the Cox proportional hazard regression model (backward elimination using Newton Raphson algorithm) to determine whether the variables could independently influence survival in the whole and/or subpopulation of dogs in the present study. Hazard ratios (HR) and confidence intervals (CI) were calculated and reported using EGRET for Windows Version 2.013 (Cytel Software Corporation, Cambridge, MA, USA). Further analyses on discrete variables comparing the subpopulation of dogs were performed using the Fisher's exact test on SPSS version 15.0. Statistical significance was defined as P < 0.05.

### RNA isolation and amplification

Bone tumor samples were pulverized for 45 seconds at a speed of 2000 rounds per minute in the Mikro Dismembrator^® ^U (B. Braun Biotech International, Melsungen, Germany) in ribonuclease free plastic containers. The procedure was repeated if samples were too big. Cooling in liquid nitrogen between cycles was performed. Bone tumor powder was stored in sterile tubes at -70°C. Total RNA isolation and purification was carried out with 600 mU/ml Proteinase K^® ^as an additional pretreatment step using the RNeasy mini kit (Qiagen, The Netherlands) following the manufacturer's protocol. The RNA samples were treated with DNase-I (Qiagen RNase-free DNase kit). Total RNA was quantified using the NanoDrop^® ^spectrophotometer (NanoDrop Technologies). cRNA synthesis was performed using the protocol described. Quality of total and amplified cRNA was analyzed using a bioanalyzer (Agilent Technologies, The Netherlands).

### Microarray hybridization and data normalization

Thirty-two tumors were sorted into two prognosis groups based on survival time (ST). They were defined as short-term survivors (SS; 16 dogs with a negative prognosis that survived less than 6 months) and long-term survivors (LS; 16 dogs with better prognosis that survived 6 months or longer). Microarray hybridization, scanning and image analysis were conducted according to the protocol described [60]. A common reference cRNA pool consisting of all 32 tumors was used to hybridize against each tumor on the array. Dyes were swapped as described in previous literatures [61], where equal numbers of samples within each tumor group were subjected to dye swap to avoid dye bias effect. Defective spots were flagged and normalization was carried out using the Lowess print-tip normalization technique. Log transformation was applied to the microarray raw data after normalization and data from dye swap arrays were switched before they were subjected for further statistical analysis. The microarray data files were deposited in the public database (GEO: GSE14033).

### Microarray data analysis

Microarray data analysis and calculations were performed using a two class unpaired approach to compare the normalized and log-transformed expression data between the two groups. Calculations were done using *Significance Analysis of Microarray *(SAM) (Stanford University, CA, USA) [62], using 100 permutations to the k-nearest neighbor with 10 neighbors and newly initialized random seeds for each analysis. The gene list for this analysis was generated at a false discovery rate (FDR) of 10%. Genes with fold changes of 1.4 and above were selected for further analyses [63]. Hierarchical clustering of genes that were differentially regulated between the two groups of tumors was performed. A two-dimensional dendrogram of both gene tree and condition tree based on standard correlation was generated using the GeneSpring^® ^(Agilent Technologies, The Netherlands) software [64]. The Gene Ontology (GO) database was used to cross check the gene molecular and biological functions .

### Quantitative real-time PCR

Total tumor RNA was isolated using the protocol mentioned above. Synthesis of cDNA was carried out from 1.0 μg total RNA in 40 μl reaction volumes using the iScript™ cDNA synthesis kit as described by the manufacturer's protocol (Bio-Rad, The Netherlands). Quantitative real-time PCR (Q-PCR) was performed on four candidate genes from the list of differential expressed genes, as well as the ribosomal protein S19 (RPS19) and hypoxanthine phosphoribosyl transferase (HPRT) as endogenous reference gene for normalizations. Primer sets (Table 6) were designed using the software Primer 3 [65]. Q-PCR was carried out using the SYBR^® ^green fluorescent dye method, which was further analyzed by the Bio-Rad MyIQ software (BioRad, The Netherlands). The Q-PCR products were sequenced to verify the specificity of the primer sets. Data was analyzed on REST-XL (pair wise fixed reallocation and randomization test) software [66] that estimates a relative normalized fold change of gene expression between the two groups which is then compared to the microarray fold change data.

**Table 6:** Primers used for quantitative real-time PCR

**Gene symbol**	**Forward and Reverse Primers**	**Temp (°C)**
ANKRD17	FW: 5'-AAGTAGCGCACCACCTTCAC-3'	60.0
	RW: 5'-CTAGCAGCAAATGGTGGACA-3'	
		
MRPS31	FW: 5'-GAATTGGTCCTTGCTTTGGA-3'	60.0
	RW: 5'-ATCCAGTGGACGAAAGATGG-3'	
		
NCOR1	FW: 5'-TCTTCCTCTGCGTTTTCCAT-3'	59.6
	RW: 5'-GCATCCCAAAAACTTTGGAC-3'	
		
MGST1	FW: 5'-CGGACAGATGATAGGGTGG-3'	62.0
	RW: 5'-GATTTGGCTGGGGAAGG-3'	
		
RPS19	FW: 5'-CCTTCCTCAAAAAGTCTGGG-3'	61.0
	RW: 5'-GTTCTCATCGTAGGGAGCAAG-3'	
		
HPRT	FW: 5'-AGCTTGCTGGTGAAAAGGAC-3'	56.0
	RW: 5'-TTATAGTCAAGGGCATATCC-3'	

### Pathway analyses

Analysis of gene regulatory networks present among the differentially expressed genes identified by SAM was performed using the 'Shortest Path Analysis' algorithm of MetaCore™ Analytical Suite (GeneGo Inc., St. Joseph, MI, USA) [67]. In addition, for further insight into overall pathway discovery, we applied a less stringent rule where correction for multiple testing method was not applied in obtaining differential expressed genes [68]. EDGE (Extraction of Differential Gene Expression) software  was used to generate the genes differentially expressed between the short and long survivors of canine OS at a cutoff threshold of P < 0.05 [69]. The differential expressed genes identified by EDGE from the present study in canine were compared with the human homologues to obtain a list of gene symbols or human RefSeq ID that was later subjected for pathway analysis using the program PANTHER^® ^(**P**rotein **AN**alysis **TH**rough **E**volutionary **R**elationships) [60,68]. Pathways revealed by this analysis were sorted according to number of gene hits and compared with the top 20 pathways from various human OS microarray studies.

## Abbreviations

SS: short survivors; LS: long survivors; ST: overall survival time; DFI: disease free interval; FDR: false discovery rate; SAM: Significance Analysis of Microarray; GEO: Gene Expression Omnibus; QPCR: Quantitative Real Time PCR; CI: Confidence Interval

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

GTS analyzed the clinicopathological and microarray data, performed statistical analyses, designed primers, carried out QPCR, pathway analyses, drafted the manuscript and revised the manuscript according to the reviewers' recommendations. MEW helped with RNA amplification, microarray hybridizations and contributed in the research discussions. JAM helped with assisted in coordination of work, data interpretation, pathway analyses and final manuscript revision. JK participated in the experimental design, set up of the initial study, carried out the overall responsibility of the research performed and revised the manuscript critically. NASR assisted with the bioinformatics aspect of microarray analysis, contributed in research discussions and reviewed the manuscript critically. HF assisted in sample collection, retrieval of survival data and performed RNA isolation. All authors have reviewed and approved the final and revised manuscript.

## Supplementary Material

Additional file 1 **Univariate analysis**. a) Univariate analysis of specific variable influences on survival time (ST) among dogs from the entire population of study. b) Variables with P < 0.15 from univariate analysis that were subsequently forced into multivariate model identifies elevation of serum alkaline phosphatase with significantly increased HR for a shorter ST. **§ **Missing data, * Category which was used as baseline reference, ‡ Continuous variables Click here for file

Additional file 2 **Cox proportional hazard analysis upon stratification for postoperative chemotherapy**. Cox proportional hazard analysis (univariate) upon stratification for postoperative chemotherapy revealed no significant influence of the variables assessed on survival time of the dogs in the total population of study (n = 32). Click here for file

Additional file 3 **Fisher's exact test and univariate Cox proportional hazard analysis carried out on the new subgroups**. Both subgroups did not differ in frequency distribution of the variables assessed and none of the variables assessed were found to significantly influence survival.
NA, non applicable; HR, hazard ratio Click here for file

Additional file 4 **Differential expressed genes categorized based on their molecular functions**. Click here for file

# Supplementary material for: Gene expression profiling of canine osteosarcoma reveals genes associated with short and long survival times
**Source:** Mol Cancer. 2009 Sep 7;8:72. doi: 10.1186/1476-4598-8-72
**Supplement:** Additional file 1 — Univariate analysis. a) Univariate analysis of specific variable influences on survival time (ST) among dogs from the entire population of study. b) Variables with P < 0.15 from univariate analysis that were subsequently forced into multivariate model identifies elevation of serum alkaline phosphatase with significantly increased HR for a shorter ST. § Missing data, * Category which was used as baseline reference, ‡ Continuous variables

| **Parameter** | **No of dogs (n)** | **Hazard Ratio** | **Lower CI** | **Upper CI** | **P value** |
| --- | --- | --- | --- | --- | --- |
| **Age** | 32 | 1.137 | 0.956 | 1.353 | 0.147 |
| **Gender** |  | 1.438 | 0.631 | 3.273 | 0.387 |
| Male* | 18 |  |  |  |  |
| Female | 14 |  |  |  |  |
| **Neuter status** |  | 1.325 | 0.551 | 3.191 | 0.53 |
| Neutered* | 11 |  |  |  |  |
| Non neutered | 21 |  |  |  |  |
| **AP §** | 23 | 1.003 | 1 | 1.007 | 0.078 |
| **Histo grade** |  | 1.185 | 0.466 | 3.012 | 0.722 |
| Low and medium* | 7 |  |  |  |  |
| High | 25 |  |  |  |  |
| **Postoperative Chemotherapy** |  | 1.590 | 0.720 | 3.511 | 0.251 |
| Non treated* | 11 |  |  |  |  |
| Treated | 21 |  |  |  |  |

**Additional file 1**

**a)**

**b)**

| **Variable** | **Hazard ratio** | **95% CI** | **P value** |
| --- | --- | --- | --- |
| **AP §** ‡ | 1.005 | 1.000-1.009 | **0.035** |
| **Age** ‡ | 1.18 | 0.915-1.522 | 0.202 |

# Supplementary material for: Gene expression profiling of canine osteosarcoma reveals genes associated with short and long survival times
**Source:** Mol Cancer. 2009 Sep 7;8:72. doi: 10.1186/1476-4598-8-72
**Supplement:** Additional file 2 — Cox proportional hazard analysis upon stratification for postoperative chemotherapy. Cox proportional hazard analysis (univariate) upon stratification for postoperative chemotherapy revealed no significant influence of the variables assessed on survival time of the dogs in the total population of study (n = 32).

**Additional file 2**

|  |  | **with chemotherapy stratification** | | | |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Parameter** | **No of dogs (n)** | **Hazard Ratio** | **Lower CI** | **Upper CI** | **P value** |  |
|  |  |  |  |  |  |  |
| **Age** | 32 | 1.118 | 0.9393 | 1.3320 | 0.200 |  |
| **Gender** |  | 0.623 | 0.2554 | 1.5200 | 0.298 |  |
| Male | 18 |  |  |  |  |  |
| Female | 14 |  |  |  |  |  |
| **Neuter status** |  | 0.724 | 0.2747 | 1.9090 | 0.514 |  |
| Neutered | 11 |  |  |  |  |  |
| Non neutered | 21 |  |  |  |  |  |
| **AP §** | 23 | 1.003 | 0.9994 | 1.0070 | 0.153 |  |
| **Histo grade** |  | 0.928 | 0.3638 | 2.3680 | 0.877 |  |
| Low and medium | 7 |  |  |  |  |  |
| High | 25 |  |  |  |  |  |
|  |  |  |  |  |  |  |
| **§** missing data | | | | | | |

# Supplementary material for: Gene expression profiling of canine osteosarcoma reveals genes associated with short and long survival times
**Source:** Mol Cancer. 2009 Sep 7;8:72. doi: 10.1186/1476-4598-8-72
**Supplement:** Additional file 3 — Fisher's exact test and univariate Cox proportional hazard analysis carried out on the new subgroups. Both subgroups did not differ in frequency distribution of the variables assessed and none of the variables assessed were found to significantly influence survival. NA, non applicable; HR, hazard ratio

**Additional file 3**

| **Variable** | **Univariate Cox regression analysis** | | | | **(Fisher's exact test)** |
| --- | --- | --- | --- | --- | --- |
| **8A subgroup** | **HR (CI) for subgroup 8A** | **8B subgroup** | **HR (CI) for subgroup 8B** |
| **(n)** | **P value** | **(n)** | **P value** | **P value** |
|  |  |  |  |  |  |
| **Gender** |  | 0.003 (0.000-646.96) |  | 0.006 (0.00- 39.93) | > 0.999 |
| Male | 5 | 0.351 | 4 | 0.256 |  |
| Female | 3 |  | 4 |  |  |
| **Neuter status** |  | 0.355 (0.070-1.810) |  | 3.499 (0.485-25.272) | > 0.999 |
| Neutered | 3 | 0.213 | 2 | 0.214 |  |
| Intact | 5 |  | 6 |  |  |
| **Postoperative Chemotherapy** |  | 3.465 (0.620-19.354) |  | 0.963 (0.206-4.503) | 0.614 |
| No | 4 | 0.157 | 3 | 0.962 |  |
| Yes | 4 |  | 5 |  |  |
| **Histological grade** |  | 0.780 (0.088 - 6.875) |  | 2.248 (0.371-13.622) | > 0.999 |
| Low and medium | 1 | 0.823 | 2 | 0.378 |  |
| High | 7 |  | 6 |  |  |
| **AP** | 5 | 0.995 (0.984 - 1.007) | 5 | 0.999 (0.994-1.004) | - |
|  |  | 0.441 |  | 0.749 |  |

# Supplementary material for: Gene expression profiling of canine osteosarcoma reveals genes associated with short and long survival times
**Source:** Mol Cancer. 2009 Sep 7;8:72. doi: 10.1186/1476-4598-8-72
**Supplement:** Additional file 4 — Differential expressed genes categorized based on their molecular functions.

**Additional file 4**

How the deposited data were processed for this re-analysis (not part of the article)

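Expression was measured in 32 primary canine osteosarcomas, 16 from short survivors (SS) and 16 from long survivors (LS), each on 1 two-color cDNA array against a common pool of RNA from all 32 tumors. The authors flagged defective spots, applied print-tip Lowess normalization, log transformed the ratios and switched the data of the dye-swapped arrays, and the deposited values are these normalized log2 ratios of tumor over pool. Neither the base of the logarithm nor the image analysis software is named in the sources used here. The base was taken from the values, since 2 raised to the group differences lies close to the fold changes of Table 3. The direction was taken from the switching stated in the methods and from the values: per-probe means of the arrays with the tumor in Cy5 and in Cy3 correlated at -0.658, as a dye effect gives after switching, while the lowest correlation between arrays of one orientation was 0.0237 for Cy5 and 0.00262 for Cy3. Across the orientations the median correlation of arrays was -0.261. Female minus male differences gave the direction little backing. Between the orientations they correlated at 0.0669 across probes and had the same sign for 56.09%. Limma called 0 probes by sex, so this check cannot decide the direction.

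Dye orientation, survival time, sex, chemotherapy, grade and histological type came from the sample labels and Table 1, in which the arrays carry the numbers 1 to 32. Membership of the SS subgroups A and B was read from the steps of the survival curves in Fig. 4A set against the survival times of Table 1, with Additional file 3 for a pair of dogs with equal times. The table held 22176 probes, each once, with 5 missing values on 5 probes, and every probe had at least 12 values per group, the number required. Gene names came from the platform annotation: 7694 probes had 1 symbol, 0 had several and 14482 had none, and those without are unnamed here, not without a gene. Of the named probes 7340 were matched to current symbols through gene identifiers, which changed 0 symbols. Signal and background of the channels were not analysed here. The number of arrays and the dye effect limit the precision.

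The tests, gene lists and alternatives were fixed before the data were examined, except where the text says otherwise. The values of the paper's tables had been seen by then. The main comparison of SS with LS used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate) with Benjamini-Hochberg adjustment over all probes and a threshold of 0.10. The subgroups were compared in 1 model with the 3 groups A, B and LS. The orientation of the dyes, in effect a batch that holds both survival groups, was added as a block, and each comparison was repeated within the Cy5 and the Cy3 arrays. Significance Analysis of Microarrays, the method of the paper, was rebuilt with 100 permutations and 10 neighbors for missing values. Single comparisons used permutation tests with 100000 resamples or exact enumeration in SciPy 1.17.1 under Python 3.11.15, and the log rank test came from lifelines 0.30.3.

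The genes named are every gene of Table 3 with a symbol (except PGCP, which has no probe under that symbol) and FRA10AC1, listed there by description, every gene the paper names that has a probe, for each comparison with calls the 12 higher and 12 lower named genes with the smallest p, for each gene list up to 4 members with the smallest p, and for the comparison by sex the 5 probes with the smallest p. For a gene with several probes the probe with the smallest p is given unless a count of probes is stated. The probes named between the orientations, which differ by dye, are given as counts only. The 30 gene lists comprise 3 of Table 4, chosen by the study on these arrays, and 27 lists of processes, pathways, complexes and cell type markers. They were tested on 1 mean per gene and array with camera at a preset correlation of 0.01, with an estimated correlation and with fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes. Adjustment was over the 30 lists.

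The comparison of SS with LS by limma, with and without the orientation block, and by SAM, and that of subgroup B with LS were tested on simulated data of 22176 probes built on the spread of these arrays, that by sex only on such data without change, the list tests on simulated data of 5246 genes, and the other tests not at all. For SS against LS limma recovered 55% of probes changed by 0.5 and 86% of those changed by 1.0 on the log2 scale, with 3 false calls, the model with the orientation block 75% and 91% with 13 false calls, and SAM 54% and 91% with 13 false calls. For subgroup B against LS limma recovered 43% and 80% with 3 false calls. Alternatives covered the test, covariates, scaling, array weights, missing values, the samples used, each array left out, the outcome as log10 survival time and the sign of the Cy3 arrays. EDGE, GeneSpring, PANTHER and MetaCore were not run, and the quantitative PCR values and the clones of Table 3 without a symbol, except FRA10AC1, were not analysed here.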

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

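The tests of the dye effect, sex, dye orientation, marker lists and other splits of the arrays were chosen only after the results were seen.

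The difference between SS and LS depended on the dye orientation for 2384 probes in a limma test of the interaction (1969 with a more positive difference on the Cy5 arrays, 415 with a more negative one), against at most 854 in the other of 100 random splits, so chance can be excluded (1 of 100 splits as large). The dye effect was weaker on the SS arrays, with a mean strength of 0.754 ± 0.217 (SD, n = 16) against 1.12 ± 0.147 in LS (n = 16; permutation p = 2e-05, the smallest that 100000 two-sided resamples can give), and across probes, which are not independent, the interaction correlated with the dye effect at -0.505. A weaker dye effect on the SS arrays or the unequal sexes (6 of 7 LS females on Cy3 arrays) could have produced it, but removing each array's share of the dye effect left 2075 probes and adding sex to the model left 1881, which argues against either as the whole cause. A part played by either stays open, as do RNA quality and labeling, for which no values were analysed here. Survival group does not predict a dependence on the dye, and no biological explanation was tested.

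Subgroup B stood apart from LS at 89 probes not matched to Table 3, 85 of them higher in B, and as 25 have no symbol at all and most clones of Table 3 without one were not matched, some could be genes the paper lists. Dye orientation could have made such a difference, since 5 of 8 B tumors were labeled with Cy5, but all 100 probes higher in B than LS were higher within both orientations, which argues against it. Cells of another type in the B samples cannot be told apart from a change in the tumor cells: the largest rise in the median of a marker list was 0.289 (macrophage and myeloid markers), against 0.724 for the probes called higher, but without tumor 4 it was -0.0095 against 0.731 (osteoclast markers 0.170) and without tumor 3 it was 0.446, so that it stays open for want of a measure of cell content. Other splits gave up to 6536 calls against the real 100 higher and 4 lower (3 of 100 as large). The highest was a split that parts the dye orientations unequally. With the orientation as a block the real split gave 227 calls. As the study formed the subgroups from expression on these arrays, random splits do not test chance here. No independent biological explanation was tested.

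Single tumors far from the rest of their group were found in 13 of 82 groups tested. A chance rate of about 1 in 20 was assumed and not measured. Means of marker lists in single tumors are given relative to the average of all tumors, not to the pool. The dye effect strength was 0.21 in tumor 13, an SS tumor in Cy3. Within subgroup A, tumor 13 also had the highest HSP90AA1 (1.52) and PON1 (1.44) and the lowest mean of skeletal muscle markers (-0.279). In tumor 1 of subgroup A ANKRD17 was -1.86. Tumor 2 of subgroup A had high means of T, B and NK cell markers (0.804) and of erythroid markers (1.27). In subgroup B, tumor 4 had high means of macrophage and myeloid markers (2.15) and of neutrophil markers (0.927), and tumor 7 of skeletal muscle markers (0.943) and of extracellular matrix genes (0.579). HSPA9 was 2.14 in tumor 10 and MRPS31 0.891 in tumor 11, both of subgroup B.

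Within the short survivors 1 probe followed survival time in limma, PDGFD, a platelet-derived growth factor, with a slope of -2.11 per log10 day (SE 0.312, adjusted p = 0.0885), a trend the paper did not analyse. Over the 16 tumors r was -0.865 and rho -0.575 (r -0.848 at its other probe), values that describe a probe picked for this trend on these tumors and do not test it. Without tumors 3 and 16, those farthest from the median survival on the log10 scale, r was -0.409, so that the relation rests on them. Within the Cy5 and the Cy3 tumors r was -0.814 and -0.931 (n = 8 each).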

How the results depend on the processing

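Settings named as added were chosen after seeing the data. The number of arrays and the dye effect limit what these comparisons can show, the signal over background of the spots was not analysed here, and the cause of a change was not tested except where fewer tumors or a stricter threshold make it. Of 773 values of named genes under alternatives, 666 kept their direction and their side of the threshold, 81 passed it with the same direction, 1 no longer passed it and 25 changed direction. No paired analysis was possible because the tumors carry the numbers 1 to 32, none shared between the groups. The averaging of repeated spots was not run, since no probe repeats. Probes passing between SS and LS in limma numbered 0 with sex, chemotherapy or grade as a covariate, with the array median subtracted, under each treatment of missing values, with robust variance and at an adjusted p under 0.05, and 0 by the plain two-sample test.

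With the dye orientation as a block the count between SS and LS was 94 (46 higher, 48 lower), with 3137 at an unadjusted p, 11 probes of Table 3 genes and 3 of the quantitative PCR genes. It was 84 for A against LS, 227 for B against LS and 154 for B against A, 10 for the trend within SS (2 higher, 8 lower), and the MHC class II list had an adjusted p of 0.133. On the Cy5 arrays alone 1311 probes passed, 3222 at an unadjusted p, with 11 of Table 3 (18 adjusted over the list alone) and 4 of the PCR genes, and the differences of RPS19 and STAT3 were 0.0454 and -0.138. On the Cy3 arrays alone 2129 passed, 5052 at an unadjusted p, with 16 of Table 3 and 4 of the PCR genes, and SP1 was -0.0451. The share of higher probes at an unadjusted p moved from 50.9% to 70.2% on the Cy5 and 34.6% on the Cy3 arrays.

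With age as a covariate 2 probes passed (1 of Table 3), as with the spread scaled to a common MAD (2 and 1). Quantile normalization gave 1 probe, 95 for B against A, an adjusted p of 0.217 for macrophage markers and a STAT3 difference of -0.0381. Array quality weights gave 8 (2 of Table 3, 1 PCR gene), 1 for A against LS, 332 for B against LS and 461 for B against A. Appendicular tumors alone gave 2 probes (2 of Table 3, 1 of the PCR genes) and a STAT3 difference of -0.0634. Grade as a covariate gave a STAT3 difference of -0.00079. At an adjusted p under 0.05, 38 probes passed between B and A. Subgroup A alone against LS gave 17 of Table 3 and 3 of the PCR probes adjusted over the list alone, and differences of -0.0735 for ANKRD11, -0.0415 for SP1 and -0.0153 for STAT3. Subgroup B alone gave 99 probes, 15 of Table 3 and 3 of the PCR genes.

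With the sign of the Cy3 arrays turned, 2214 probes passed (1854 higher, 360 lower) and 4373 at an unadjusted p, while adjusted over the list alone 0 probes of Table 3 and 0 of the PCR genes passed. Differences then changed direction for COMMD8 (-0.24), WSB2 (-0.48), PON1 (-0.32), SCAF11 (-0.13), MGST1 (-0.15), SMC6 (-0.0059), HSPD1 (-0.0529), ATP6V1C1 (-0.11), HMGB1 (-0.29), HSP90AA1 (-0.44), HSPA9 (-0.12), FLT1 (0.11), HSP90AB1 (-0.0814), RPS19 (0.16) and STAT3 (-0.15).

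SAM called 20 probes, the Wilcoxon rank sum test 10 and log10 survival time 46 (32 higher with shorter survival, 14 lower). Added random seeds 2 to 10 gave SAM counts of 20, 39, 20, 31, 22, 37, 20, 20 and 20, added false discovery rates of 15% and 20% gave 41 and 70, and SAM after subtraction of each probe's mean per orientation, also added, gave 1246 (427 higher, 819 lower). Of the other added settings, a group by orientation term gave 171 (3590 unadjusted; 16 of Table 3; 4 PCR), tumor 13 left out with the block 132 (3278; 15; 4), and removal of each array's share of the dye effect 148 (73 higher, 75 lower), or 327 with the block.

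Camera called 20 of 30 lists, against 3 with an estimated correlation, those of Table 4, and 8 by fry. The adjusted p with an estimated correlation was 0.328 for the mitotic, heat shock, cartilage, osteoclast, muscle, endothelial, matrix, ubiquitin proteasome, hypoxia and splicing lists, 0.616 for macrophage markers, 0.536 for MHC class II and erythroid, 0.455 for integrin and oxidative phosphorylation, 0.600 for cytosolic and 0.402 for mitochondrial ribosomal proteins. By fry the drug detoxification list passed (0.0939), and these did not: cartilage 0.334, macrophage 0.497, MHC class II 0.603, erythroid 0.429, muscle 0.358, endothelial 0.358, matrix 0.334, integrin 0.573, ubiquitin proteasome 0.158, oxidative phosphorylation 0.311, cytosolic 0.738 and mitochondrial 0.182 ribosomal proteins, and splicing 0.111. With every probe kept, drug detoxification (0.0360) and glycolysis (0.00114) passed, and MHC class II (0.115) and cytosolic ribosomal proteins (0.115) did not. For the subgroups against LS, 5 list calls held with an estimated correlation, an added setting, all of lists the study chose.

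Leaving out each tumor in turn gave 0 to 2 probes between SS and LS (2 without tumor 1), 1309 to 2001 at an unadjusted p, 0 to 2 of Table 3 and 33 to 36 adjusted over the list alone, 0 to 1 and 6 to 7 of the PCR probes, and -0.0382 to 0.134 for STAT3. As added settings, camera called 16 to 22 lists between SS and LS and 26 to 34 between the subgroups and LS, B against LS ranged from 73 without tumor 12 to 129 without tumor 22, and B against A from 30 without tumor 1 to 73 without tumor 2.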

Differences from the paper's values

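At a false discovery rate of 10% the paper reports 51 genes between SS and LS, and limma passed 0 probes at an adjusted p under 0.10. Of the alternatives set before the data were examined, log10 survival time in place of the groups (46) comes within 1.5 times of the paper's count, though it calls only 2 of the 24 genes of Table 3 matched to probes and drops 22. The dye orientation as a block (94), Cy5 arrays (1311), Cy3 arrays (2129), age (2), a common MAD (2), quantile normalization (1), array weights (8), appendicular tumors (2), subgroup B alone (99), the turned sign (2214), SAM at the paper's threshold (20), the Wilcoxon test (10) and the others (0) do not. SAM with random seeds 3 (39) and 7 (37) and at 15% (41) and 20% (70), settings chosen after seeing the values, also come within 1.5 times, and drop 5, 5, 3 and 0 of the 24 genes.

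The paper reports 37 genes with a fold change of 1.4 or more at its false discovery rate, and limma passed 0. No alternative set before the data were examined comes within 1.5 times: SAM gave 16, the dye orientation as a block 20, subgroup B alone 84, the Cy5 arrays 980, the Cy3 arrays 365, the turned sign 688, array weights and appendicular tumors 2 each, age and a common MAD 1 each, and the others 0.

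Of the 24 genes of Table 3 matched to probes, which leave out PGCP, limma called 0. Other settings called some of them: SAM 14, the dye orientation as a block 10, the Cy5 arrays 10, the Cy3 arrays 13, subgroup B alone 13, array weights, appendicular tumors and log10 survival time 2 each, and age, a common MAD and the Wilcoxon test 1 each. Among settings chosen after seeing the values, the group by orientation term called 15 (9 dropped), tumor 13 left out with the block 14 (10 dropped), SAM with random seeds 14 to 19 (10 to 5 dropped), and SAM after subtraction of each probe's mean per orientation, with 1246 probes called, 24 (0 dropped). The fold changes of all 24 genes lay within 1.5 times of the paper's, from 0.822 of it for CFL2 to 1.07 for WSB2. This match is not an independent check. The base of the logarithm was taken from the fit to Table 3, and for each gene the probe with the smallest p was used.

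The paper states that NCOR1 was lower in every long survivor. It lay below the pool in 15 of 16 LS tumors at the probe with the smallest p. The paper's statement on subgroup B was met at that probe, with 8 of 8 B tumors above the pool.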

Other observations

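The tests of other splits of the arrays and of the cartilage genes were chosen only after the results were seen.

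In camera, lists of matrix, muscle, endothelial, cartilage and MHC class II genes were lower in SS than in LS and lists of osteoclast, macrophage and erythroid genes higher, none of them past the threshold with an estimated correlation. Of 19 extracellular matrix and fibroblast genes 17 were lower, among them ACTA2, the smooth muscle actin (-0.53), and FBN1, a fibrillin (-0.53), and the list fell in camera with limma (median -0.18, adjusted p = 6.04e-04; adjusted p = 0.328 with an estimated correlation; 0.00249 with the dye orientation as a block; 0.0252 within Cy5 and 0.137 within Cy3). Lower skeletal muscle markers included DES, desmin (-0.61), CSRP3, a muscle LIM protein (-0.23), and MB, myoglobin (-0.19). Of 10 endothelial and pericyte markers 8 were lower (median -0.13, adjusted p = 0.0227; adjusted p = 0.328 with an estimated correlation; 0.0553 with the block; 0.348 within Cy5 and 0.228 within Cy3). The 3 cartilage markers FRZB (-0.34), COMP (-0.40) and COL2A1 (-0.23) fell as a list (median -0.34, camera adjusted p = 0.0569). The camera adjusted p was 0.328 with an estimated correlation, 0.0998 with the block, 0.927 within Cy5 and 0.0817 within Cy3. The list did not pass without tumor 1, 21, 25 or 26 (up to 0.163, without tumor 25). Its median was -0.20 without tumor 25 and -0.21 without tumor 21. In camera with limma 7 MHC class II genes fell (median -0.19, or -0.12 without tumor 19, adjusted p = 0.0989; adjusted p = 0.536 with an estimated correlation; 0.133 with the block; 0.584 within Cy5 and 0.162 within Cy3), a call that ended without any 1 of 19 tumors, 1 to 3, 5, 9, 12 to 16, 19, 21, 22, 24 to 26, 29, 31 and 32 (up to 0.291, without tumor 3). In camera 7 osteoclast genes rose, among them ATP6V1C1, which the study picked, and CA2, a carbonic anhydrase (0.57) (median 0.45, adjusted p = 0.0154; adjusted p = 0.328 with an estimated correlation; 0.0269 with the block; 0.102 within Cy5 and 0.321 within Cy3; 0.0919 without ATP6V1C1; median 0.29 without tumor 1 or 30). So did 15 macrophage markers, for example CYBB (0.49) and CD163 (0.29) (median 0.17, adjusted p = 0.0599; adjusted p = 0.616 with an estimated correlation; 0.0998 with the block; 0.269 within Cy5 and 0.602 within Cy3; 0.217 after quantile normalization), a call that rested on tumor 4, without which the adjusted p was 0.688 and the median 0.04 (0.29 without tumor 19), and that also ended without tumor 2, 6, 7, 11, 18, 20, 22, 24, 26, 27 or 30. The same held of 9 erythroid genes (median 0.13, adjusted p = 0.0922; adjusted p = 0.536 with an estimated correlation; 0.0875 with the block; 0.316 within Cy5 and 0.424 within Cy3) and tumor 2 (adjusted p = 0.735 and median 0.03 without it), and their call also ended without tumor 1, 5, 7, 21, 22, 24, 25, 26 or 27. Leaving out each tumor was chosen as a test after seeing the data. Adjusted over the list alone 1 cartilage and 1 osteoclast gene passed, and over all genes 0 did. Markers of osteoblasts (adjusted p = 0.469), of T, B and NK cells (0.464), of neutrophils (0.817, with a median of 0.02 and a mean of -0.01) and of adipocytes (0.469) and interferon genes (0.681) did not pass in camera.

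Lists of energy metabolism and protein synthesis also shifted. Of 44 genes of oxidative phosphorylation 33 were higher in SS, such as NDUFS1, a subunit of complex I (0.34), and the list rose (median 0.11, camera adjusted p = 0.0103; adjusted p = 0.455 with an estimated correlation; 0.0251 with the block; 0.555 within Cy5 and 0.0121 within Cy3). The hypoxia list rose (15 of 19 higher, median 0.16, camera adjusted p = 0.0132; adjusted p = 0.328 with an estimated correlation; 0.0526 with the block), with BNIP3, a mitophagy receptor (0.50), and PGK1, of glycolysis (0.46). Its median was 0.08 without tumor 22 and 0.24 without tumor 2, 4 or 25. It ran lower within Cy5 (adjusted p = 0.940) and higher within Cy3 (adjusted p = 0.00292). 4 of its genes passed adjusted over the list alone and 0 over all genes. The 14 glycolysis genes did not pass (adjusted p = 0.271). Of 55 cytosolic ribosomal proteins 35 were lower (median -0.03, camera adjusted p = 0.0278; adjusted p = 0.600 with an estimated correlation; 0.0275 with the block; higher within Cy5, adjusted p = 0.987, and lower within Cy3, 0.00292), but the list did not pass without tumor 10, 11, 12 or 16 (up to 0.213, without tumor 10, where its median was -0.000248). Of 48 mitochondrial ribosomal proteins 33 were higher, among them MRPL19 (0.36) (median 0.09, camera adjusted p = 0.0278; adjusted p = 0.402 with an estimated correlation; 0.0361 with the block; 0.615 within Cy5 and 0.0229 within Cy3), and without MRPS31, the only one that passed adjusted over the list alone and a gene the study picked, the adjusted p was 0.0725. Of 39 splicing genes 29 were higher (median 0.06, or 0.09 without tumor 20, camera adjusted p = 0.0312; adjusted p = 0.328 with an estimated correlation; 0.0564 with the block; 0.642 within Cy5 and 0.104 within Cy3; 0.106 without the 2 genes of Table 3), with 2 passing adjusted over the list alone, DDX46 and SCAF11. The 8 targets of p53 did not pass (adjusted p = 0.104; CDKN1A -0.37), though they did without any 1 of 10 tumors, 3, 4, 8, 11, 14, 17, 23, 25, 27 and 28 (down to 0.0540, without tumor 3).

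Further genes higher in subgroup B than in LS in limma, chosen for naming after their values were seen, were SRSF11 (0.61) and SRPK2 (0.83) of splicing, SMC5 (0.75) of DNA repair, DNMT1, which maintains DNA methylation (0.58), the chromatin proteins KDM5A (0.52) and ATRX (0.59), and NCAPD2, a condensin subunit (1.11). Other probes differed less: 0.20 and 0.33 for SRSF11, 0.02, -0.08 and 0.23 for SRPK2, 0.05 for SMC5 and 0.15 and 0.09 for DNMT1. Of genes the paper names outside Table 3, FLT1 differed between SS and LS by -0.11 (limma adjusted p = 0.789). SP1 differed by 0.06 (limma adjusted p = 0.902) and STAT3 by 0.02 (limma adjusted p = 0.983).

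A real count of 0 is reached by every split of the arrays into groups of the same sizes, so the splits test nothing for the 0 calls between SS and LS (100 of 100, highest other 7272), and likewise by sex and chondroblastic component below. At an unadjusted p 13 of 100 splits gave at least the real 1581 (highest other 4493), so chance cannot be excluded there. The splits with these highest counts point to a structure of the arrays, since they part the dye orientations unequally. With the orientation as a block the real split gave 94 and the highest other 1 (1 of 100 as large), so a chance split of the arrays is unlikely to give it. The splits cannot tell survival group from a processing step that differed between the SS and the LS arrays. The mean dye effect strength did differ, 0.754 in SS against 1.12 in LS. Removal of each array's share of the dye effect gave 148 calls, or 327 with the block, but other processing steps were not tested. The study formed the subgroups from expression on these arrays, so random splits do not test chance for A against LS (0, highest other 8136, 100 of 100) or B against A (62, highest other 1, 1 of 100), a count of 30 without tumor 1. Between the orientations the real count of 14271 stood above the highest other, 5916 (1 of 100). Between 14 females and 18 males limma called 0 probes (2770 at an unadjusted p, 1663 with the block; highest other split 7483, 100 of 100), with the smallest p at GOSR1 (0.53 female minus male), IFT88 (0.37), PFKL (-0.51) and 2 probes without a symbol (-0.82 and 0.53), all at an adjusted p of 0.397. Between tumors with and without a chondroblastic component limma called 0 (337 unadjusted; highest other split 4581, 100 of 100).

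Cartilage genes varied widely between tumors, with COL2A1 at 2.4 and COMP at 2.23 in tumor 25 against medians of -1.03 and -1.07. More cartilage RNA in tumors with a chondroblastic component is a candidate explanation, but tumor 25 has no such component, and tumors 10 and 20, of that type alone, stood at -2.03 and -1.53 for COL2A1 and -2.31 and -1.37 for COMP. The mean log2 ratio of the 3 genes was -0.645 ± 0.943 in the 8 tumors with such a component and -0.576 ± 0.842 in the 24 without (SD), a difference of -0.0686 (exact permutation test over 10518300 splits, two-sided, p = 0.849). At the upper 95% bound of the difference, 0.654, the component would account for 10.2% of the variance between tumors, which argues against it as the whole cause, while a smaller part cannot be told apart from none with this many tumors. Differences in where each tumor was sampled were not tested.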
